# The emergence of circadian timekeeping in the intestine

**DOI:** 10.1038/s41467-024-45942-4

**Published:** 2024-02-27

**Authors:** Kathyani Parasram, Amy Zuccato, Minjeong Shin, Reegan Willms, Brian DeVeale, Edan Foley, Phillip Karpowicz

**Keywords:** Developmental biology, Intestinal stem cells, Circadian rhythms, Drosophila

## Abstract

The circadian clock is a molecular timekeeper, present from cyanobacteria to mammals, that coordinates internal physiology with the external environment. The clock has a 24-h period however development proceeds with its own timing, raising the question of how these interact. Using the intestine of *Drosophila melanogaster* as a model for organ development, we track how and when the circadian clock emerges in specific cell types. We find that the circadian clock begins abruptly in the adult intestine and gradually synchronizes to the environment after intestinal development is complete. This delayed start occurs because individual cells at earlier stages lack the complete circadian clock gene network. As the intestine develops, the circadian clock is first consolidated in intestinal stem cells with changes in Ecdysone and *Hnf4* signalling influencing the transcriptional activity of Clk/cyc to drive the expression of *tim*, *Pdp1*, and *vri*. In the mature intestine, stem cell lineage commitment transiently disrupts clock activity in differentiating progeny, mirroring early developmental clock-less transitions. Our data show that clock function and differentiation are incompatible and provide a paradigm for studying circadian clocks in development and stem cell lineages.

## Abstract (web summary)

Circadian rhythms are present in cells throughout the body but how these develop is poorly understood. Here, using Drosophila genetics and single cell analysis, authors find that the intestinal clock emerges after development is complete, and that differentiation disrupts its function.

## Introduction

Circadian rhythms are 24-h cycles of physiological activity driven by the circadian clock, a molecular pacemaker found in nearly all cells of the body^1,2^. The circadian clock promotes health by coordinating tissues in the body to anticipate daily environmental changes^3^. In many animals, the circadian system is hierarchical, consisting of a central pacemaker in the brain and peripheral pacemakers located in other organs^4^. How the circadian clock develops is not well understood, but it arises during early embryogenesis in fish^5^ and late fetal and post-natal development in humans^6^. The central pacemaker in mice arises earlier than clocks in the rest of the body^7–9^ which suggests that certain tissue clocks are suppressed during development^10^. In *Drosophila melanogaster*, larval behaviors such as photo-avoidance show circadian rhythms^11–15^ and the central pacemaker can be synchronized to the environment as early as first instar larva^16^. These observations raise questions about when and how the circadian clock emerges in specific tissues, and the genetic and/or cellular mechanisms that underlie the birth of the timing mechanism.

The circadian clock of *Drosophila* is a transcription-translation cycle in which the Circadian locomotor output cycles kaput or clock (Clk) / cycle (cyc) heterodimer activates gene expression while two of its targets, *period* (*per*)^17^ and *timeless* (*tim*)^18^, repress Clk/cyc activity to restart the cycle (Fig. 1A)^19^. A secondary loop consisting of *Par-domain protein 1* (*Pdp1*) and *vrille* (*vri*) stabilizes these rhythms by regulating *Clk*^1,20,21^. In *Drosophila*, peripheral clocks can be synchronized to the environment indirectly by the central pacemaker in the brain^1^ and directly through the blue-light photoreceptor *cryptochrome* (*cry*)^22^.

**Fig. 1:**
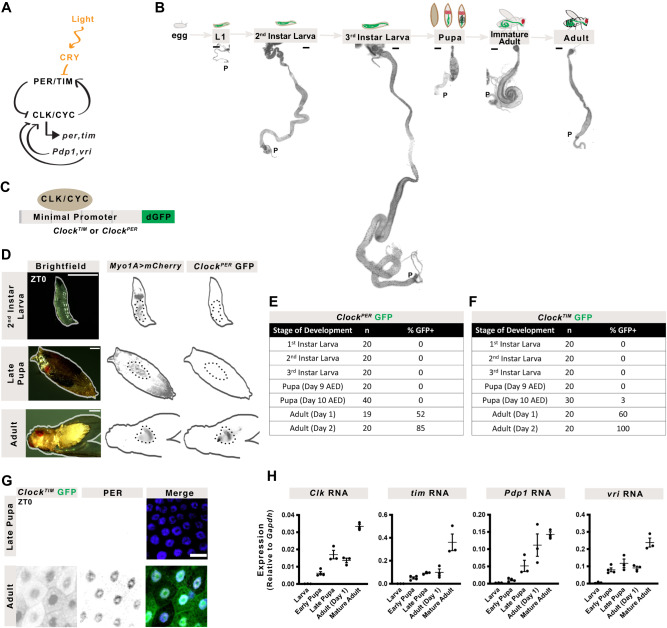
The circadian clock emerges in the adult intestine. **A** The circadian clock comprises the transcriptional activators Clk/cyc and their repressors per/tim. The repressor vri and activator Pdp1 form a secondary feedback system and light is sensed through cry. **B** *Drosophila* development from egg through three larval instars, followed by pupation prior to eclosion as an adult. Images of the midgut from larva to adults shows dramatic growth and remodeling of the intestine, DAPI stains nuclei (black). All images shown at same scale (scale bar = 200 µm). “P” indicates posterior. **C** Schematic of the Clock Reporter showing binding of Clk/cyc to the minimal promoter of either *tim* (for the *Clock*^*TIM*^ reporter) or *per* (*Clock*^*PER*^) located upstream of destabilized GFP (dGFP). **D** Images of larva, pupa, and adult show that *Clock*^*PER*^ is expressed only in adult intestines (*Myo1A>mCherry*). The intestine is outlined in a dashed line (scale bar = 500 µm). Whole mount quantification of the number of flies expressing (**E**) *Clock*^*PER*^ or (**F**) *Clock*^*TIM*^ in the intestine throughout development. **G** Antibody staining showing that PER protein is only expressed in the adults and is localized to the nuclei in *Clock*^*TIM*^ flies at ZT0 (Zeitgeber Time relative to photoperiod, ZT0=lights on, ZT12=lights off). Scale 10 µm. Histone marks nuclei. **H** The mRNA expression of circadian clock genes at ZT0 from 3^rd^ instar larva to adults showing the circadian clock transcripts increase in adults. One-Way ANOVA *p* < 0.0001 Clk and vri, *p* = 0.0001 tim and Pdp1. Error bars indicate ±SEM. Each point represents one replicate (20 intestines). Representative images of two replicates. Full statistics are shown in Supplementary Information. Related to Supplementary Figs. 2–3. Source data are provided as a Source Data file. L1 1st Instar Larva.

To address the question of how circadian clock activity is established during development, we tested a *Drosophila* tissue with a simple lineage^23,24^, well-established developmental stages^25,26^, and adult circadian clock activity^27,28^. The adult intestine is derived from a population of cells known as adult midgut precursors (AMPs) that proliferate throughout larval development^29–32^ and pupation^30,33,34^, until the intestine matures three days after emergence as an adult (eclosion)^29,31,35^. The intestine consists of intestinal stem cells (ISCs) which divide into progenitor cells, known as enteroblasts (EBs) or enteroendocrine mother cells, that then differentiate into enterocytes (ECs) or enteroendocrine cells (EEs), respectively^23,24,36^. In the adult, the circadian clock controls ISC mitosis during regeneration^27^, and we have previously shown that epithelial cells of the intestine have clock function^28^.

Our results demonstrate that clock activity arises only after eclosion where it is synchronized to the environment by photoperiod and feeding over the first three days of adulthood. We characterize the transcriptome of single cells in the *Drosophila* intestine during adult maturation and clock formation and identify key regulators of this developmental transition. We propose a model where the ISCs are the first cells to have robust clock gene expression that is disrupted during cellular differentiation to be resumed in specialized tissue cells. We further suggest that complete clock gene networks are absent in EEs and EBs, which express only a subset of clock genes. Insects represent the most abundant and diverse species of animal on Earth, hence, our observations are significant in understanding how a critical physiological process is established in these animals and functions in their adulthood. The maturation of the *Drosophila* intestinal clock is also reminiscent of mammalian / human development, where tissue clocks are synchronized to daily timing postnatally. Thus, our results establish a paradigm for the birth of circadian timekeeping in animal tissues by providing a transcriptomic framework of clock development at the single cell level.

## Results

### The circadian clock emerges in the adult intestine

During post-embryonic development the intestine undergoes significant growth and remodeling (Fig. 1B). We first determined if the circadian clock affects intestinal development by comparing isogenic wildtype and *per*^*01*^ mutant flies that exhibit no clock rhythms. Intestinal size, cell density, and the number of cells in AMP / PC islets do not differ significantly in *per*^*01*^ mutants (Supplementary Fig. 2A, B), indicating that intestinal development is not affected in the absence of circadian clock activity. To determine when Clk/cyc transcriptional activity begins, we used two different reporter constructs (*Clock*^*PER*^ and *Clock*^*TIM*^) inserted on different chromosomes that use destabilized GFP (dGFP) to visualize Clk/cyc transcriptional activity on *per* and *tim* promoters with ~1 h temporal resolution^28^ (Fig. 1C). The intestine was visualized using the GAL4/UAS system (*Myo1A>mCherry*) through the marker *Myosin 31DF* (*Myo1A)* that is expressed in both larval and adult intestinal cells^37^. No Clk/cyc transcriptional activity is present in larval (L1, L2, L3) or pupal flies, however, immediately after eclosion (adult day 1), Clk/cyc become active and remain so in later adulthood (Fig. 1D–F, Supplementary Fig. 2C, D) irrespective of sex or reproduction status (Supplementary Fig. 2E–G. To verify our reporter, we probed for per protein using both an antibody and a C-terminal GFP fusion reporter (*per-AID-eGFP)*^38^, and cry protein using an N-terminal fusion protein for cry (*cry-GFP*)^39^. In all cases, these clock proteins are absent in pupa but present in recently eclosed adults (Fig. 1G and Supplementary Fig. 3A–C). We also verified that the clock is not present in larva and pupa, in a circadian phase opposite to the adults, by checking expression at different timepoints (Supplementary Fig. 3D). These results indicate that circadian clock activity begins only after pupal metamorphosis in the *Drosophila* intestine.

We next used RT-qPCR to examine the transcriptional expression of the core clock genes (*Clk, cyc, per, tim*), the secondary stabilizing loop (*Pdp1, vri*), the blue-light photoreceptor (*cry*), and *doubletime* (*dbt*), a kinase that regulates *per* to reset Clk/cyc driven transcription^40,41^. The intestinal expression of *Clk*, *tim*, *Pdp1E*, and *vri* increase throughout development to peak in adulthood, whereas *dbt*, *cyc*, *per*, and *cry* expression increase earlier in development before the stage when Clk/cyc activity exists (Fig. 1H and Supplementary Fig. 3E). Therefore, we hypothesized that the changes in clock activity are likely due to changes in *Clk, tim, Pdp1* and/or *vri*.

When we looked more closely at Clk/cyc activity in the last stages of pupation we noticed few scattered GFP cells (Supplementary Fig. 3F), raising the question of which intestinal cell type expresses Clk/cyc activity first. We measured Clk/cyc activity in pupal and adult ISC/EBs (marked by *esg>mCherry*) and ECs (marked by *Myo1A>mCherry*) and found that these early ISC/EBs show similar Clk/cyc activity in the late pupa and adults, unlike ECs that have significantly higher Clk/cyc activity in adults, suggesting that the ISC/EBs establish their circadian clock first (Supplementary Fig. 3G, H). Moreover, when the circadian clock is absent in all cells except ISC/EBs (*cyc*^*0*^ clock-dead mutant with *esg>cyc* rescue) clock activity persists in the ISC/EBs indicating that these cells can develop clocks independently of the other clocks in the body (Supplementary Fig. 3I).

### Daily clock rhythms are established after three days of adulthood

Since the intestinal clock emerges after pupation, we asked whether it is rhythmic immediately, with daily maxima and minima that are characteristic of circadian rhythms, or whether it needs time to synchronize to the environment. We tested wildtype *CantonS* fly intestines by RT-qPCR to compare adult day 1 (immature) and day 4 (mature) gene expression patterns over a 24-h period. On day 1, the transcripts of *Pdp1* and *vri* are not rhythmic suggesting that the transcriptional cycle is not yet present. These genes increase in rhythmicity three days later, with *cry* changing the timing of its initial rhythms (Fig. 2A). Of note, the expression of all clock genes, with the exception of *cry*, are lower on day 1 than day 4, suggesting that establishment of robust transcriptional cycles takes several days.

**Fig. 2:**
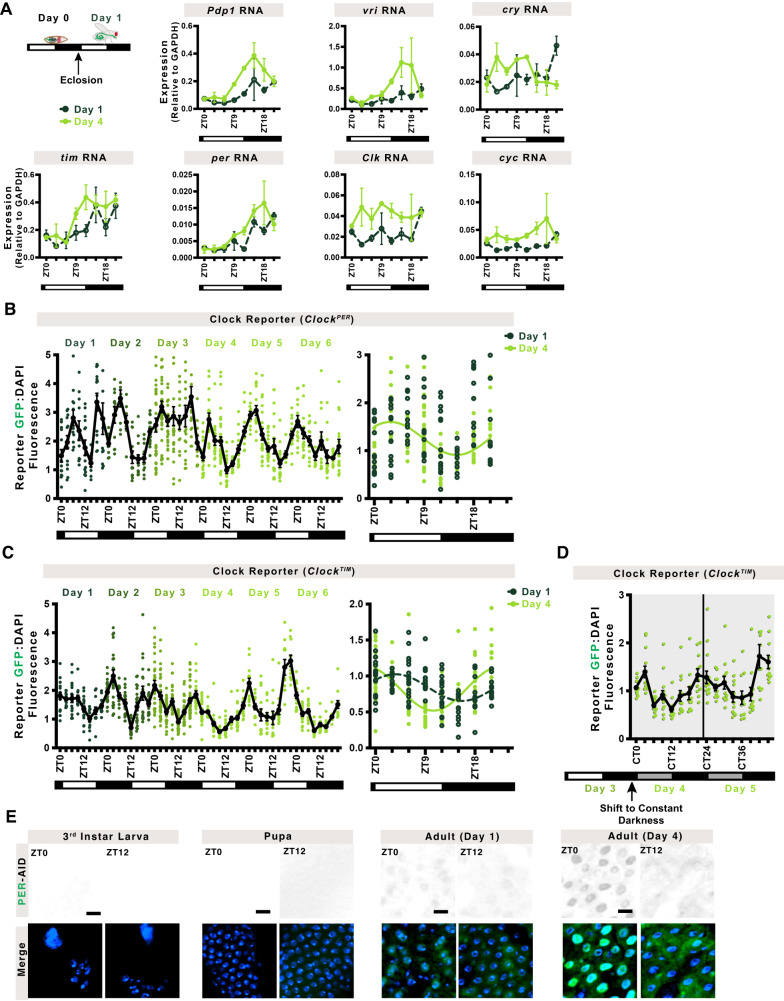
Daily rhythms are established after three days of adulthood. **A** Circadian clock genes are expressed in adults immediately after eclosion (day 1, shown in the schematic) but rhythms are stronger at day 4. For instance, amplitude of mRNA rhythm of *Pdp1* increases, and *cry* timing changes, other genes similarly show differences as intestine matures. Line shows mean, day 1 is shown in a dark green dashed line, day 4 in a light green solid line. Error bars indicate ±SEM. Each point is the average of two replicates each consisting of 15–20 intestines, *n* = 2. Two-Way ANOVA Pdp1 *p* = 0.3867; vri *p* = 0.2637; cry *p* = 0.0270; tim *p* = 0.5207; per *p* = 0.2634; Clk *p* = 0.5399; cyc *p* = 0.5007. **B** Clk/cyc transcriptional activity in the *Clock*^*PER*^ reporter shows daily rhythms are established robustly on day 4 with a peak around ZT0 and trough around ZT12. Cosinor fit analysis (right graph) shows arrhythmic activity on Day 1 (no cosinor curve can be fitted to the data) and 24-h rhythms on Day 4 shown in a light green solid line. Lines show mean. Error bars indicate ±SEM. Each point represents one intestine, *n* = 737 intestines over at least two independent replicates. **C** In the *Clock*^*TIM*^ reporter rhythms show a similar trend but are noted earlier, from day 1, that phase shift to match those of *Clock*^*PER*^ by day 4. Lines show mean, day 1 dark green dashed line, day 4 light green solid line. Error bars indicate ±SEM. Each point represents one intestine, *n* = 853 intestines over at least two independent replicates. Day 1 corresponds to the first light and dark cue after eclosion. **D** Clk/cyc activity when shifted to constant darkness prior to ZT0 on Day 4 shows free-running rhythms over the first two days in constant darkness. The vertical line separates the first and second days in constant darkness. One-Way ANOVA p < 0.0001. Lines show mean. Error bars indicate ±SEM. Each point represents one intestine, *n* = 198 intestines over two independent replicates. **E** Protein expression of per (PER-AID-eGFP) at ZT0 and ZT12 shows that there is no per protein expression in larva or pupa, but per is expressed in day 1 or day 4 adults with clear nuclear (ZT0) and cytoplasmic (ZT12) staining established by day 4. Scale 10 µm. DAPI marks nuclei. Representative images of two replicates. Full statistics are shown in Supplementary Information. Related to Supplementary Figs. 3–4. Source data are provided as a Source Data file.

The gradual emergence of transcriptional rhythmicity suggests Clk/cyc transactivation is not synchronized until the intestine matures. To test this, we imaged the *Clock*^*PER*^ and *Clock*^*TIM*^ reporters and measured fluorescence intensity in the whole intestine following pupation every 3-h over the first four days of adulthood (Fig. 2B, C and Supplementary Fig. 4A, B). When the adult ecloses, Clk/cyc transcriptional activity is present, but its rhythms are not robust 24-h circadian oscillations until day 4 when these consolidate to exhibit a maximum in the morning (ZT21-ZT0) and minimum in the evening (ZT9-ZT12) characteristic of the *Drosophila* intestine^28^. In each individual midgut, we did not notice major differences between cells which would indicate that the clocks in individual cells are at drastically different phases. To further test the synchrony between individual cells, we quantified EC fluorescence and noted that, although weaker rhythms are present at day 1, robust EC-specific rhythms are consolidated on day 4 (Supplementary Fig. 4C). This suggests Clk/cyc activity at both *per* (Fig. 2B) and *tim* (Fig. 2C) promoters synchronize over the first three days in the adult intestine.

A defining characteristic of circadian rhythms is their ability to continue in the absence of environmental cues such as photoperiod^42^. Accordingly, *Clock*^*TIM*^ intestines were examined when flies were shifted to constant darkness (DD) prior to ZT0 on day 4 and tracked for 48-h (Fig. 2D). The rhythms are similar to those under LD conditions, with a maximum in the morning (CT21-0) and minimum in the evening (CT12), demonstrating that Clk/cyc activity is free-running at day 4.

In a functioning circadian system, clock proteins shuttle between the nucleus and cytoplasm^43^. We tested a GFP reporter, *per-AID-eGFP*^38^ at two timepoints ZT0 and ZT12 that represent nuclear and cytoplasmic localization of *per*, respectively^27^. Larva and pupa do not show any expression of per consistent with our qPCR and reporter analysis; the immature adult (day 1) shows signal at ZT0 that remains at ZT12, suggesting that the protein shuttling is not yet established, while the mature adult (day 4) shows strong nuclear signal at ZT0 but not at ZT12 (Fig. 2E). Taken together, our results show that circadian clock development in the intestine has three distinct phases: (1) embryogenesis to late pupa when the circadian clock circuit is absent, (2) between adult day 1 to 3 when Clk/cyc initiate clock rhythmicity but not yet fully synchronized to the environment, and (3) day 4 when the circadian clock is synchronized and rhythmic in the mature intestine.

### Clock gene expression increases in ISCs and ECs during intestinal maturation

Previous studies have not been able to examine circadian clock development in individual cells of a tissue, hence it is not clear if clock components mature homogenously, with individual cells gradually expressing all clock genes, or heterogeneously, with individual cells expressing certain clock genes but not others. 

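Intestines of the early pupa, the immature adult and the mature adult were dissociated, and 1 library of single cells was sequenced per stage with the 10x Genomics kit for the 3′ ends of transcripts. There was no second library of any stage, so no stages could be tested against each other, and each difference between stages below is also a difference between 2 libraries. The authors aligned and counted the reads with Cell Ranger, and the deposited values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The early pupa library held 3816 barcodes with 49734663 UMIs, the immature adult library 2625 barcodes with 51465612 UMIs and the mature adult library 6835 barcodes with 77966155 UMIs. Barcodes were kept with more than 200 and fewer than 4000 genes, more than 1000 and fewer than 100000 UMIs and less than 25% mitochondrial UMIs, as in the paper's methods. Kept cells had a median of 9343 UMIs and 1563 genes in the early pupa, 14661 UMIs and 2225 genes in the immature adult, and 13474 UMIs and 1807.5 genes in the mature adult. The libraries were integrated and clustered with Seurat at the paper's settings of 14 principal components and a resolution of 0.5, except that the genes whose levels are reported here were left out of the variable features. Clusters were named from fixed marker genes as ISC-like, EB-like, EC-like, EE-like, PupC-like (pupal cells) or VM-like (visceral muscle), and these rebuilt classes can differ from the classes of the paper. A gene's level in a class is the sum of its UMIs over the cells of the class, scaled by all UMIs of those cells to CPM, with an exact Poisson 95% interval. A share of cells is given with an exact Clopper-Pearson 95% interval and a log2 ratio of levels with the exact interval conditional on the summed counts. These intervals cover counting error only, and cells are not replicates. The sample labels add a *per01* background to the *CantonS* genotype, *per01* being a mutant of the clock gene *per* that has no rhythms, whereas the paper names *CantonS* alone. The immature adult library is labelled as day 1 adult, as in the paper's results, whereas the paper's methods list a library of the same number of cells as pharate, a stage before eclosion. The labels also give all 3 libraries as female. The paper's methods state that work spanning larva to adult used both sexes, and that female flies alone were used otherwise unless noted. The RNAs *roX1* and *roX2*, which males make for dosage compensation of the X chromosome, stood at 127 and 54.1 CPM in the early pupa, 8.18 and 1.66 in the immature adult and 0.904 and 0.0420 in the mature adult.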

To further test the development of the circadian pacemaker, we profiled transcriptional changes in *CantonS* intestinal development over each of the three stages in clock development, from early pupa, immature adults (day 1), and mature adults (day 7–8) using single-cell RNA sequencing (scRNA-seq). Early pupal intestines do not have Clk/cyc activity, immature adult intestines have Clk/cyc activity but no rhythms, and mature adult intestines have rhythmic Clk/cyc activity; we hypothesized that clock development would increase homogenously in all intestinal cell types over these developmental stages. 

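After the filter, 2013 cells of the early pupa with 27026674 UMIs, 1197 cells of the immature adult with 21629263 UMIs and 1980 cells of the mature adult with 47585248 UMIs remained, 5190 cells in all. A total of 12485 genes were detected in at least 3 cells of a library. The count tables of Supplementary Data 1–3, of which the first 49 cells and 1999 genes of each library could be read, were checked against these counts. Of the 97951 values compared in each library, 1 value of the early pupa differed, by 1 UMI, and no value of the other libraries did. Clustering gave 28 clusters, of which 1 was ISC-like with 832 cells, 2 were EB-like with 358 cells, 12 were EC-like with 1903 cells, 4 were EE-like with 500 cells, 2 were PupC-like with 676 cells and 1 was VM-like with 100 cells. The other 6 clusters, with 821 cells or 15.8% of all cells, met the marker rule for no class and were left unnamed. The larger EB-like cluster, number 6, was named for 3 EB markers among its top 10 genes, but 19 of the 20 ISC markers were also raised in it. Doublets were kept, since the paper's methods name no step against them and a doublet caller marked 0.154% of the cells, too few to be used. The number of clusters moved most at a resolution of 0.3, which gave 21, and was 31 at a resolution of 0.8 or with 20 principal components and 27 with the reported genes kept. With less than 10% mitochondrial UMIs required, 3977 cells passed.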

We recovered 5190 cells (2013 pupal, 1197 immature adult, and 1980 adult cells) that show 23 different cell states (Fig. 3A and Supplementary Fig. 5A, B), consistent with previous scRNA-seq studies of the *Drosophila* intestine^35,44–47^, capturing the changing intestinal transcriptome throughout development. Our data provides a resource for cellular development in the insect intestine.

**Fig. 3:**
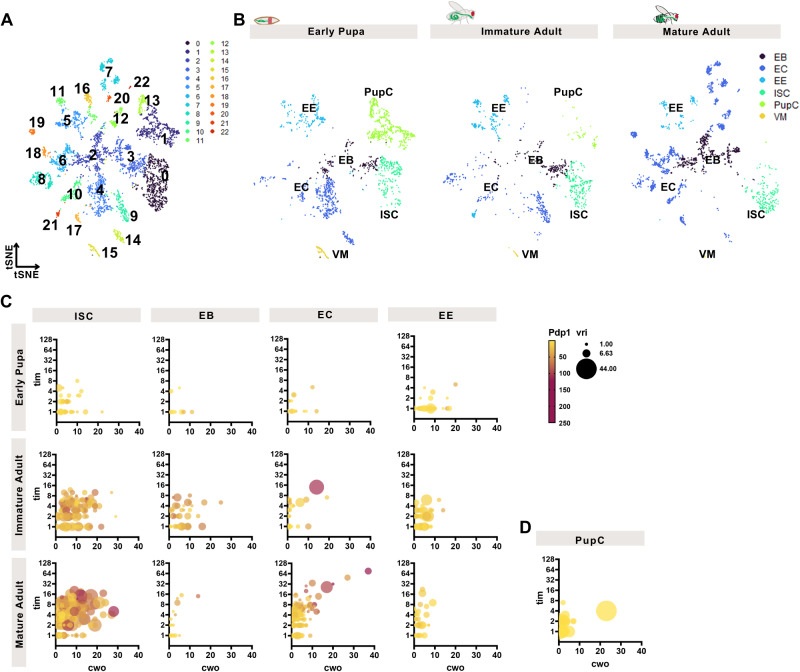
Clock gene expression increases in ISCs and ECs during intestinal maturation. scRNA-seq analysis of clock gene expression of the intestine of early pupa, day 1 immature adults, and day 7-8 mature adults showing (**A**) tSNE plots with 23 different cell populations over the integrated dataset. **B** Population changes are evident during three developmental stages with PupCs (green) disappearing from the pupal intestine, and ECs (dark blue) appearing in distinct clusters in the mature intestine. ISCs (aquamarine) are present at all stages, similar to EEs (light blue). For cluster assignments and markers see Supplementary Fig. 5A and Supplementary Data 4. **C** Multidimensional plots showing the changes in four highly expressed clock genes from early pupa to adult: *tim* (y-axis), *cwo* (x-axis), *Pdp1* (color), *vri* (size of datapoint). Initially expression of all four genes in ISCs (first column of graphs) is low but increases during maturation. This pattern is also seen in ECs (third column). EBs and EEs do not show these increases, cells remain clustered together at low levels of expression of all four genes. **D** PupCs also show low clock gene expression. See Supplementary Information for correlation matrices of multidimensional plots. Related to Supplementary Fig. 5, Supplementary Data 1–4. ISC intestinal stem cell, EB enteroblast, EC enterocyte, EE enteroendocrine cell, PupC pupal cell.

During the transition from pupa to mature adult, the cell population of the *Drosophila* intestine undergoes cellular changes (Fig. 3B). The ISCs and EEs are present at all stages but ECs are more restricted to later stages. 

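ISC-like cells made up 14.3% (12.8–15.9) of the early pupa library, 27.0% (24.5–29.6) of the immature adult library and 11.2% (9.81–12.6) of the mature adult library. EE-like cells made up 7.85% (6.71–9.11), 19.6% (17.4–22.0) and 5.40% (4.45–6.49) of the same libraries. The EC-like share was 28.5% (26.5–30.5) in the early pupa, 29.9% (27.3–32.6) in the immature adult and 49.1% (46.9–51.3) in the mature adult. EB-like cells made up 9.19% (7.96–10.5) in the early pupa, 8.35% (6.85–10.1) in the immature adult and 3.69% (2.90–4.61) in the mature adult. The unnamed clusters held 5.71% of the cells of the early pupa, 8.69% of the immature adult and 30.4% of the mature adult, so shares of the named classes leave out more cells of the last stage. In unnamed clusters 4 and 9, which had 286 and 213 mature adult cells and 0 cells of the early pupa, 10 and 16 of the 45 EC markers were raised. Both stayed without a name because their cells' median UMI count was far below that of their own libraries and no gene of the EC list was among their top 10. That rule was set after the data were seen. *Amy-p*, left out of the list because its level is reported, was among the top 10 genes of cluster 4. EC-like cluster 3 was at a lower relative depth, but had 1 gene of the list among its top 10. Cells of clusters 4 and 9 may thus be ECs, and the EC-like share of the mature adult may be too low. Integration decided the direction for ISC-like cells, whose share in the mature adult minus that in the early pupa was −3.15 percentage points with integration and 11.6 without it. Without integration hardly any cell of the early pupa was named ISC-like, so the second value reflects the naming in that library. When the 5% of cells with the highest doublet scores were left out and the rest clustered again, an alternative chosen after the data were seen, the EB-like share of the mature adult was 0.319%, and the cause of that move was not tested.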

A population of cells we denote as Pupal Cells (PupC) decrease in the immature adult and are completely absent in the mature adult. 

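PupC-like cells fell into clusters 2 and 8, which are compared by number because cluster 8 had 1 marker of visceral muscle and 0 PupC markers among its top 10 genes. Cluster 2 held 386 cells of the early pupa, 19.2% of that library, 49 cells of the immature adult, 4.09% of that library, and 0 cells of the mature adult. Cluster 8 held 228 cells of the early pupa, 11.3% of the library, and 13 cells of the immature adult. It also had no cell of the mature adult. A count of 0 among 1980 mature adult cells allows a share of up to 0.152%. The PupC-like share of the early pupa, with both clusters together, stayed between 30.4% and 30.6% under the 4 alternatives of clustering and doublet removal, and whether the split into these clusters was kept was not examined. Without integration, 0.0505% of the mature adult cells were PupC-like.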

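All 15 markers of the PupC list, which came from Supplementary Data 4, were raised in both PupC-like clusters. Of the 45 EC markers, 3 were raised in cluster 2 and 5 in cluster 8, and of the 23 EE markers 0 were raised in either cluster. A marker counted as raised when its log2 fold over all other cells was above 0.5 and more than 10% of the cells of the cluster had a UMI of it. These lists hold only the leading genes of each cell type, so genes shared outside them are not covered.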

PupCs express some genes found in the EEs and ECs of the adult (Supplementary Data 4)^45^ and are likely derived from AMPs but represent a separate cell type only present in pupae (Supplementary Fig. 5C), consistent with previous reports that show transient pupal midgut cells disappear during metamorphosis^25^. 

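Of the 12 EC-like clusters, 9 had no cell of the early pupa. In 7 of these, more than 90% of the cells came from the mature adult library, with 420 mature adult and 9 immature adult cells among 429. Only mature adult cells were present in 3 of the clusters, which together held 166 cells. Cells of all 3 libraries were present in another 3 EC-like clusters. Since each stage is 1 library, a cluster made up mostly of mature adult cells is also a cluster mostly of 1 library, and the stage and the library cannot be told apart for it.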

Several subtypes of differentiated ECs are not present in the pupae or immature adult and are only present in the mature adult, consistent with the maturation and growth of the *Drosophila* intestine^48^. To assess circadian gene expression in these cells, we surveyed gene counts in individual cells (Supplementary Fig. 5D and Supplementary Data 1–3). We were able to detect all core clock components (Supplementary Fig. 5D) whose expression at the population level increases as pupa transition to mature adults consistent with the RT-qPCR data (Fig. 1H and Supplementary Fig. 3E). 

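All gene positions are given on the BDGP6 assembly, which has 17599 of the gene identifiers of the count tables and all 31 genes named in the single-cell data. The core clock genes are *tim* (FBgn0014396, 2L from 3493986 to 3508119), *per* (FBgn0003068, X from 2685580 to 2692780), *Clk* (FBgn0023076, 3L from 7763233 to 7775603) and *cyc* (FBgn0023094, 3L from 19813770 to 19815938). The others are *Pdp1* (FBgn0016694, 3L from 7811458 to 7867369), *vri* (FBgn0016076, 2L from 5288944 to 5311223), *dbt*, which the files list as *dco* (FBgn0002413, 3R from 31054085 to 31061210), and *cwo* (FBgn0259938, 3R from 10388258 to 10400752). Every one of the 8 genes had UMIs in all libraries. From the early pupa to the immature adult, the mean number of UMIs per cell was higher for 8 of the 8 genes, though for *per* and *cyc* within counting error, and the level in CPM was higher for 6. From the immature to the mature adult, *tim* alone was higher by either measure. From the early pupa to the mature adult, 5 genes were higher in UMIs per cell, *cwo* only within counting error, and 2, *tim* and *Pdp1*, in CPM. The mean of *tim* was 0.354, 1.09 and 1.90 UMIs per cell in the early pupa, the immature adult and the mature adult, and its level was 26.3, 60.5 and 79.1 CPM. The mean of *Pdp1* was 3.02, 11.8 and 10.5 UMIs per cell, at 225, 653 and 437 CPM. For *vri* the means were 0.859, 1.32 and 0.922 UMIs per cell, at 64.0, 73.2 and 38.4 CPM. For *cwo* they were 1.90, 2.92 and 1.90 UMIs per cell, at 142, 162 and 79.2 CPM. The change of *cwo* from the early pupa to the mature adult in UMIs per cell was not detectable at this depth, with a log2 ratio of 0.00.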

We detected the genes *per, Clk*, and *cyc* at much lower levels than *tim, Pdp1, vri, dbt*, and *cwo*, a repressor of Clk/cyc. 

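Over all cells, *per* had a mean of 0.167 UMIs per cell in the early pupa, 0.167 in the immature adult and 0.151 in the mature adult. For *Clk* the means were 0.105, 0.271 and 0.145, and for *cyc* the mean was 0.393 in the immature and 0.153 in the mature adult. The means of *dbt* were 0.809, 1.46 and 0.742. In both adult libraries *per*, *Clk* and *cyc* were the 3 genes with the lowest means. In the early pupa *cyc* had a higher mean than *tim*.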

We therefore used the higher-expressed clock genes as a readout of clock development.

Previously, we reported that ISCs, EBs, and ECs, but not EEs have Clk/cyc transcriptional rhythms^28^. We therefore asked whether individual cells, including EEs, during these developmental stages express certain clock genes, but not the complete clock system. To test this, we focused on clock target genes that are more highly expressed and also feedback to regulate the core clock (*cwo, tim, Pdp1* and *vri*). We graphed all four genes in a multi-dimensional fashion to simultaneously determine changing expression of all four in individual cells (*tim* is y-axis, *cwo* is x-axis, *vri* is size, *Pdp1* is color). 

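For each cell, the number of the genes *tim*, *cwo*, *Pdp1* and *vri* with at least 1 UMI was counted, and cells with 3 or 4 of them are given as a share of their class. Among ISC-like cells these were 174 of 288 cells in the early pupa (60.4%, 54.5–66.1), 290 of 323 cells in the immature adult (89.8%, 86.0–92.9) and 214 of 221 cells in the mature adult (96.8%, 93.6–98.7). The median depth of these cells differed, at 15466, 31888 and 22408 UMIs, and a deeper cell has more chances of a UMI. No class is known to lack all 4 genes, so no background share is given. Levels in barcodes with at most 1000 UMIs were taken as a measure of free RNA. The paper's methods count these barcodes among its cells before the filter. Shallow or broken cells can therefore be part of them, and they are only a rough measure. ISC-like *Pdp1* and *cwo* were above these barcodes at each stage. ISC-like *tim* and *vri* were above them in the mature adult only, and within counting error of them before it. The *tim* level of the barcodes itself went from 28.3 CPM in the early pupa to 161 in the mature adult. What free RNA adds to the shares was not tested. PupC-like cells of the early pupa, a type with low clock gene expression in the paper but with *vri* present here, are given for comparison by cluster. In 17.9% (14.2–22.1) of the 386 cells of cluster 2, at a median of 4871 UMIs, and in 7.46% (4.40–11.7) of the 228 cells of cluster 8, at a median of 6202 UMIs, 3 or 4 of the genes had a UMI. The alternative that moved the shares most was thinning every cell to 1000 UMIs at random. ISC-like shares were then 1.39% (0.380–3.52) in the early pupa, 1.86% (0.685–4.00) in the immature adult and 8.60% (5.26–13.1) in the mature adult, and PupC-like cells had 0 of 614, which allows a share of up to 0.489%. At 1000 UMIs the difference between the early pupa and the immature adult was not detectable, while the mature adult lay above both. Thinned to 5000 UMIs, a depth chosen after the data were seen, with 1, 7 and 4 shallower cells left out, the shares were 20.9% (16.3–26.1), 32.6% (27.5–38.1) and 61.8% (54.9–68.2).

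**Figure D1:**
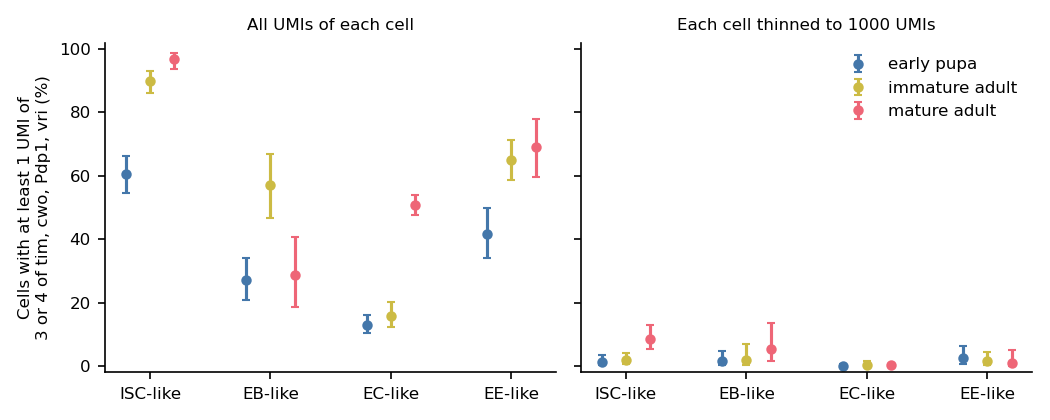
Share of cells in percent with at least 1 UMI of 3 or 4 of *tim*, *cwo*, *Pdp1* and *vri*, by cell class and stage, with all UMIs on the left and with every cell thinned to 1000 UMIs on the right. Bars are exact 95% intervals of counting error, and the ISC-like share of the mature adult is 96.8% with all UMIs and 8.60% after thinning.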

Individual ISCs show low expression of all four genes in the pupa, increasing co-expression in the immature adults, that further increases in the mature adults (Fig. 3C). This suggests that the arrhythmic Clk/cyc activity on day 1 is, at least in part, due to low expression of the circadian clock program in individual ISCs. 

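Among EC-like cells, 3 or 4 of *tim*, *cwo*, *Pdp1* and *vri* had a UMI in 75 of 573 cells of the early pupa (13.1%, 10.4–16.1), 57 of 358 cells of the immature adult (15.9%, 12.3–20.1) and 494 of 972 cells of the mature adult (50.8%, 47.6–54.01). Median depths were 6451, 5081.5 and 17921 UMIs. Thinned to 1000 UMIs, the shares were 0 of 573 cells, which allows up to 0.524%, then 0.279% (0.00707–1.55) and 0.206% (0.0249–0.741), so no difference was detectable at that depth. Thinned to 5000 UMIs, with 244, 176 and 276 shallower cells left out, they were 1.52% (0.495–3.51), 4.40% (1.92–8.48) and 6.47% (4.75–8.56), beside 5.24% (2.54–9.42) of the PupC-like cells that deep in cluster 2 and 1.54% (0.187–5.45) in cluster 8 of the early pupa. By level, all 4 genes were higher in EC-like cells of the mature adult than of the early pupa. The log2 ratio was 1.24 (1.03–1.46) for *tim*, 1.07 (0.99–1.16) for *Pdp1*, 1.48 (1.06–1.92) for *vri* and 0.30 (0.13–0.47) for *cwo*. In mature adult barcodes with at most 1000 UMIs, *tim*, *Pdp1*, *vri* and *cwo* stood at 161, 427, 48.2 and 101 CPM. The mature EC-like cells had 49.6, 261, 14.6 and 46.2 CPM, all lower. Free RNA is therefore left open as a source of these genes in EC-like cells. Between the early pupa and the immature adult, *tim* changed by 1.09, *Pdp1* by 1.41 and *vri* by 2.62 on the log2 scale, and *cwo* by −0.92. From the immature to the mature adult, *tim* changed by 0.15 (−0.06 to 0.36), within counting error, *cwo* by 1.22, *Pdp1* by −0.33 and *vri* by −1.15. The change of *Pdp1* went up instead, by 0.52, when the 50 most abundant genes of each class were left out of the denominator. Clusters 1, 3 and 10 had EC-like cells of all libraries, and within them the mature adult over the early pupa gave 2.30 for *tim*, 1.52 for *Pdp1*, 3.02 for *vri* and 1.09 for *cwo*. Their mature adult cells were shallow, at medians of 2411, 2110 and 4506 UMIs, against 5156, 23333 and 19966.5 in the early pupa. In the mature adult, *tim* stood at 178 CPM in cluster 3 and 116 in cluster 10, nearer the barcodes, and at 56.0 in cluster 1, nearer the class. Free RNA is left open within these clusters too. By step, *tim* within these clusters changed by 0.23 (−0.23 to 0.67), within counting error, from the early pupa to the immature adult and by 2.43 (2.03–2.85) from there to the mature adult, so the step that holds the rise of *tim* depended on the clusters compared. The same steps gave 0.54 and 0.81 for *Pdp1*, 2.38 and 0.54 for *vri*, and −1.43 and 2.34 for *cwo*.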

Individual ECs show very similar patterns of change, gradually single cells develop that express all four clock genes at higher levels. In contrast, clock genes are not expressed in individual EBs and EEs in the same manner. First, these do not show the robust expression of multiple clock genes at any developmental stage including the mature intestine. For example, only 10% of mature adult EBs coexpress 3–4 of the clock genes compared to 98% of mature adult ISCs. 

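In EB-like cells, 3 or 4 of the genes had a UMI in 50 of 185 cells of the early pupa (27.0%, 20.8–34.0) and 57 of 100 cells of the immature adult (57.0%, 46.7–66.9), at median depths of 10392 and 15668 UMIs. All 57 cells of the immature adult were among the 90 of cluster 6, in which 19 of the 20 ISC markers were also raised. That share may therefore reflect ISCs named EB-like. In EE-like cells they did in 66 of 158 cells of the early pupa (41.8%, 34.0–49.9), 153 of 235 cells of the immature adult (65.1%, 58.6–71.2) and 74 of 107 cells of the mature adult (69.2%, 59.5–77.7), at median depths of 11250, 16428 and 12153 UMIs. Thinned to 1000 UMIs, the EE-like shares were 2.53%, 1.70% and 0.935%, which lie within counting error of each other, and no order is read from them. Thinned to 5000 UMIs, with 17, 25 and 15 cells left out, they were 21.3% (14.8–29.0), 25.7% (19.9–32.2) and 37.0% (27.1–47.7). The EE-like level of *tim* in the mature adult was above that in the early pupa by a log2 ratio of 2.18 (1.75–2.62). The same ratio was 0.68 (0.52–0.83) for *Pdp1*, 0.62 (0.25–1.00) for *vri* and −1.28 (−1.50 to −1.05) for *cwo*. In EB-like cells it was 2.29 (1.84–2.75) for *tim*, 1.16 (0.99–1.33) for *Pdp1*, 0.70 (0.05–1.32) for *vri* and −0.85 (−1.22 to −0.50) for *cwo*.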

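EB-like cells of the mature adult numbered 73, in clusters 6 (44 cells) and 11 (29 cells). Of them, 21 had 3 or 4 of the genes (28.8%, 18.8–40.6), 16 in cluster 6 and 5 in cluster 11. The median depth of the EB-like cells was 1781 UMIs, far below that of the mature ISC-like cells, so the shares of both classes are not on the same footing. With every cell thinned to 1000 UMIs, 5.48% (1.51–13.4) of the EB-like cells had 3 or 4 of the genes. Thinned to 2000 UMIs, which left out 42 of the EB-like cells, the share was 12.9% (3.63–29.8) in EB-like and 25.8% (20.2–32.1) in ISC-like cells. By level in the mature adult, ISC-like over EB-like cells gave a log2 ratio of 1.85 (1.35–2.39) for *vri*, 1.26 (0.93–1.61) for *cwo*, 1.00 (0.87–1.14) for *Pdp1* and 0.29 (−0.00 to 0.60) for *tim*, the last within counting error. The EB-like levels of *tim*, *cwo* and *vri* were within counting error of the mature adult barcodes with at most 1000 UMIs, and that of *Pdp1* was above. The EB-like share depended on the clustering and was 74.6% of the cells named EB-like at a resolution of 0.8.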

Second, in many cells one or two clock genes are high (Supplementary Fig. 5D), but the remainder are low, suggesting clock components may have non-clock functions in specific subtypes of EEs or EBs but are not co-expressed as part of a circadian expression program. 

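A UMI of 1 or 2 of the 4 genes was present in 61.1% (53.7–68.1) of the EB-like cells of the early pupa, 33.0% (23.9–43.1) of those of the immature adult and 50.7% (38.7–62.6) of those of the mature adult. In EE-like cells the shares were 53.8% (45.7–61.8), 29.8% (24.0–36.1) and 29.0% (20.6–38.5). None of the 4 genes had a UMI in 20.5% of the EB-like and 1.87% of the EE-like cells of the mature adult. Among ISC-like cells, 39.6% (33.9–45.5), 10.2% (7.14–14.0) and 3.17% (1.28–6.42) had 1 or 2 of the genes at the same stages. At equal depths of 1000 UMIs, 1 or 2 of the genes were present in 56.2% (44.1–67.8) of the EB-like, 54.2% (44.3–63.9) of the EE-like and 78.7% (72.7–83.9) of the ISC-like cells of the mature adult.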

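Levels in ISC-like cells of the early pupa, the immature adult and the mature adult were 39.2, 69.7 and 192 CPM for *tim*, 448, 890.0 and 1486 for *Pdp1*, 46.5, 69.3 and 179 for *vri*, and 311, 238 and 278 for *cwo*. In EC-like cells they were 21.0, 44.7 and 49.6 for *tim*, 124, 329 and 261 for *Pdp1*, 5.24, 32.3 and 14.6 for *vri*, and 37.5, 19.9 and 46.2 for *cwo*. In EB-like cells they were 32.0, 77.9 and 157 for *tim*, 332, 916 and 742 for *Pdp1*, 30.7, 33.4 and 49.8 for *vri*, and 210.1, 148 and 116 for *cwo*. In EE-like cells they were 33.5, 47.7 and 152 for *tim*, 358, 363 and 574 for *Pdp1*, 65.3, 117 and 101 for *vri*, and 393, 150.2 and 162 for *cwo*. Of the ISC-like, EB-like, EC-like and EE-like classes of the mature adult, ISC-like cells had the highest level of all 4 genes. In the immature adult, EB-like cells had more *tim* and *Pdp1*, though within counting error, and EE-like cells had more *vri*. In the early pupa, EE-like cells had more *cwo* and *vri*. The order of ISC-like and EE-like cells of the mature adult depended on the denominator. Per UMI of the ribosomal protein genes, the log2 ratio of ISC-like over EE-like cells was −0.99 for *tim*, −0.55 for *cwo* and −0.50 for *vri*. With ISCs taken as the cells that had at least 2 *esg* UMIs and no *pros* UMI, it was −0.42, −0.19 and −0.21. *Pdp1* stayed higher in ISC-like cells under both. Cells of any class that met the *esg* rule were counted as ISCs. A deeper cell has more chances of meeting it, so that set can hold cells other than ISCs, and no order is read from it.

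**Figure D2:**
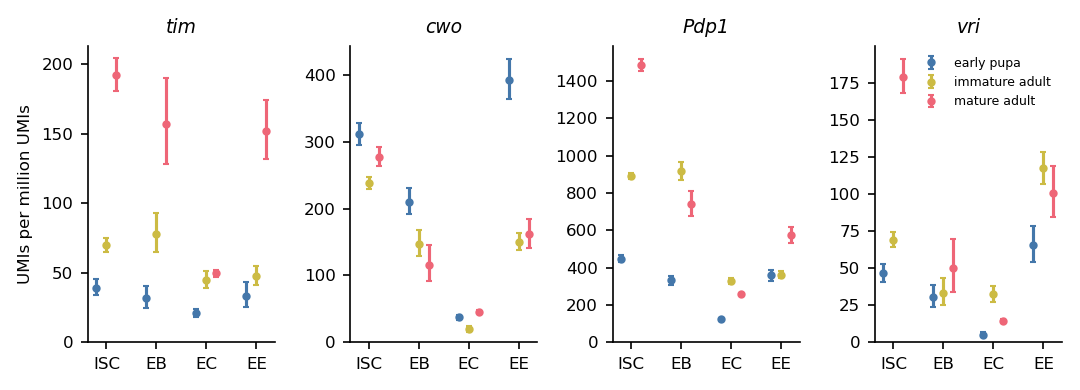
CPM of *tim*, *cwo*, *Pdp1* and *vri* in ISC-like, EB-like, EC-like and EE-like cells at each stage, 1 library per stage, with exact Poisson 95% intervals as bars. In the mature adult the ISC-like level is the highest of these classes for each gene, with 1486 CPM for *Pdp1*.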

The highest clock gene expression is present in ISCs, that increase expression in the immature and mature adult intestine, whereas the other intestinal cell types showed lower expression levels. 

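In the PupC-like cells of the early pupa as a whole, *tim* stood at 18.4 CPM (15.2–21.9), *Pdp1* at 41.8 (37.1–47.1), *cwo* at 58.8 (53.2–65.0) and *vri* at 183 (173–194). The 2 clusters differed. Cluster 2 had 27.9 CPM (22.9–33.8) of *tim*, 38.7 (32.7–45.5) of *Pdp1*, 78.5 (69.8–87.9) of *cwo* and 242 (226–258) of *vri*, and cluster 8 had 5.62 (3.21–9.13), 46.01 (38.5–54.6), 32.7 (26.4–40.01) and 105 (93.4–118) of the same genes. The 718 barcodes of the early pupa with at most 1000 UMIs, taken as a measure of free RNA, gave 28.3 CPM (15.8–46.7) of *tim*, 298 (254–349) of *Pdp1*, 134 (105–169) of *cwo* and 56.6 (38.2–80.9) of *vri*. Levels of *Pdp1* and *cwo* in both clusters were thus below those of these barcodes, and that of *vri* was above. For *tim*, cluster 8 was below and cluster 2 within counting error of these barcodes. A single gene, *MtnB*, took 1057411 of the 6644458 UMIs of the PupC-like cells, which lowers every other gene's level in them.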

Finally, individual PupCs do not express clock genes or express few at very low levels, which is consistent with the absence of Clk/cyc activity in the pupal intestine (Fig. 3D). We conclude that ISCs and ECs increase clock gene expression after pupation, supporting a model where clock gene expression that is absent earlier in development increases in single cells homogenously to reach its maximum in the mature adult intestine.

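From the early pupa to the mature adult, the level in ISC-like cells changed by a log2 ratio of 2.29 (2.07–2.52) for *tim*, 1.73 (1.66–1.80) for *Pdp1*, 1.94 (1.73–2.16) for *vri* and −0.16 (−0.27 to −0.06) for *cwo*. Of the other clock genes, *per* changed by 1.69, *Clk* by 1.88, *dbt* by 0.22 and *cyc* by −1.03. Between the early pupa and the immature adult, *tim* changed by 0.83, *Pdp1* by 0.99, *vri* by 0.57 and *cwo* by −0.39. From the immature to the mature adult, *tim* changed by 1.46, *Pdp1* by 0.74, *vri* by 1.37 and *cwo* by 0.22. The median over all genes itself shifted by −0.24 over 7247 genes, 0.22 over 7116 genes and −0.02 over 7243 genes from the early pupa to the immature adult, the immature to the mature adult and the early pupa to the mature adult. Relative to that median, *tim*, *Pdp1* and *vri* rose at both steps, and *cwo* fell at the first step and moved with the median at the second. The alternative that moved these ratios most took the cells with *esg* and without *pros* as ISCs, which gave 1.49 for *tim*, 0.85 for *Pdp1*, 1.08 for *vri* and −1.02 for *cwo* from the early pupa to the mature adult. Such cells were taken from any class, and a deeper cell has more chances of *esg* UMIs, so that set can hold cells other than ISCs. The paper concludes that ISCs and ECs raise their clock gene expression after pupation. It proposes a model in which this expression builds up alike in single cells and is highest in the mature adult.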

### Hormonal regulators of clock emergence

The sudden emergence of Clk/cyc activity in the immature adult intestine (Fig. 1D–F) suggests that either a regulatory factor initiates the expression of circadian clock genes in the adult, or else suppresses them in the pupa, until the appropriate developmental stage is completed. Hormone nuclear receptors control many aspects of *Drosophila* physiology and metamorphosis^49,50^ and are intimately connected with circadian clock function^51^. We therefore hypothesized that clock development is coordinated by hormone nuclear receptor signaling in the developing intestine. We used SCENIC^52^, a bioinformatic approach, that evaluates scRNA-seq transcriptomes to identify active gene networks and infer the underlying transcriptional regulators, to analyze pupal, immature, and mature adult cells. Identification of cell-specific transcription factors revealed enrichment of *klu* and *Sox21a* in ISCs, known to regulate ISC differentiation/function^45,53–55^, the Notch target *E(spl)* in ISC/EBs, known to drive ISC differentiation^56,57^, *nub*/*Pdm1* in ECs, a well-known marker of this cell type^23,24^, *tap* in EEs^58^, known to promote EE cell fate^59^ (Fig. 4A). Hence SCENIC is able to identify cell-specific transcriptional networks in the *Drosophila* intestine accurately.

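The regulons of SCENIC were not rebuilt, and the levels of the factors themselves are given over the cells of all stages. *klu* (FBgn0013469, 3L from 10981171 to 11009188) stood at 506 CPM in ISC-like, 169 in EB-like, 12.2 in EC-like and 18.5 in EE-like cells. *Sox21a* (FBgn0036411, 3L from 14103481 to 14108118) stood at 122, 40.1, 2.69 and 3.02 in the same classes. Of the *E(spl)* genes, *E(spl)mbeta-HLH* (FBgn0002733, 3R from 26005046 to 26006023) had 471 CPM in ISC-like and 331 in EB-like cells, against 15.8 in EC-like and 20.1 in EE-like cells. *E(spl)m3-HLH* (FBgn0002609, 3R from 26021823 to 26023127) had 314 in ISC-like, 159.7 in EB-like, 8.19 in EC-like and 6.75 in EE-like cells. For *nub* (FBgn0085424, 2L from 12587625 to 12628135) the level was 62.7 in EC-like cells and 79.6 in the unnamed clusters, 34.0 in EB-like, 3.36 in ISC-like and 5.60 in EE-like cells. For *tap* (FBgn0015550, 3L from 17359682 to 17361811) it was 226 in EE-like, 25.5 in EB-like and 0.757 in EC-like cells, and the ISC-like cells had 0 UMIs, which allows up to 0.146.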

**Fig. 4:**
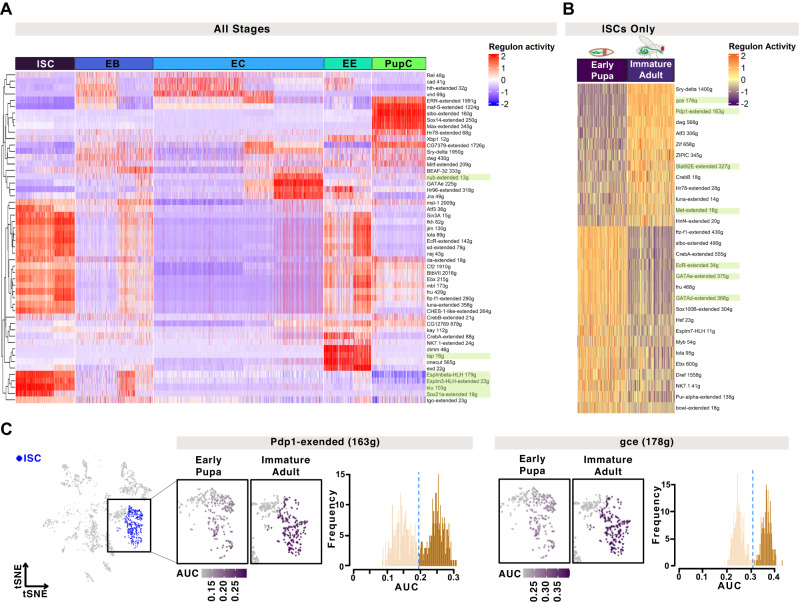
Transcriptional analysis of intestinal clock development. **A** SCENIC analysis of differentially expressed regulons that distinguish individual cell populations show clear changes in the transcriptional programs of different intestinal cell types (*klu* and *Sox21a* in ISCs, *nub* in ECs, *tap* in EEs). **B** Differential regulon expression focusing on the pupal-to-adult transition in ISCs shows that specific transcriptional pathways change during ISC development (*gce/met*, *Pdp1*, *Stat92E* are increased; *EcR*, *GATA* are decreased). Scaled AUC values are shown, ##g indicates the number of genes enriched in each regulon’s network. **C** The tSNE plot for early pupa and immature adult cells highlighting the ISC cluster used for SCENIC analysis, AUC values shown on a tSNE and in histograms showing population distributions based on regulon expression for the nuclear receptors *gce* and the clock gene *Pdp1*. Related to Supplementary Fig. 6 and Supplementary Data 4.

To infer regulators of clock differentiation we focused on the ISC population, since it is present at all three stages in intestinal development (Fig. 3B and Supplementary Fig. 5A). We evaluated differences in regulon activity between the early pupa and immature adults to specifically address the changes occurring during these developmental stages as the clock first emerges (Fig. 4B and Supplementary Data 4). This analysis identified increased activity of 13 transcription factors, and decreased activity of 17 others during pupation. These include known ISC regulators *Stat92E*^60–64^, and *GATA*^65^, the hormone signaling factors *gce*/*Met (germ cell-expressed bHLH-PAS/Methoprene-tolerant*)^66,67^, and *EcR* (ecdysone receptor)^68–70^ that are active during metamorphosis^69,71,72^, and the clock gene *Pdp1*. 

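In ISC-like cells, *Stat92E* (FBgn0016917, 3R from 20535323 to 20552311) went from 245 CPM in the early pupa to 270.1 in the immature adult, a log2 ratio of 0.14 (0.04–0.24), against a median over all genes that fell. Per UMI of the ribosomal protein genes, the ratio of *Stat92E* was −0.25. Of the *GATA* genes, *GATAe* (FBgn0038391, 3R from 16009105 to 16019133) went from 99.0 to 48.6 CPM, a log2 ratio of −1.03 (−1.21 to −0.84), and *GATAd* (FBgn0032223, 2L from 10333734 to 10339185) from 85.3 to 46.9, a log2 ratio of −0.86 (−1.06 to −0.67). Of the 10 factors followed in ISC-like cells, 6 were higher in the immature adult and 4 lower. The ISC sheet of Supplementary Data 4 lists 1215 genes that changed between these stages, of which 1214 are in the count tables. In the paper's values 363 of these are higher and 851 lower in the immature adult, and all 1214 had the same direction in the ISC-like cells here. Pearson's r across these genes was 0.996, where genes are not independent replicates and were chosen by the paper on these same libraries.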

Many other factors were identified that are specific to different cell types in the developing intestine. Our dataset provides a resource for the global transcriptional changes that occur during the growth and development of the *Drosophila* ISC model system.

*Drosophila* pupation consists of sequential hormonal pulses with rhythms in adult emergence occurring through circadian control of the EcR^73^. We find that *EcR* and the nuclear receptor *ftz-f1* (*fushi tarazu transcription factor 1*), are downregulated in the immature adult ISCs, whereas *gce* and *Met*, both of which are involved in Juvenile hormone signaling during metamorphosis^66,67^, are upregulated (Fig. 4B, C). Some of these differentially expressed regulons also show clear bimodal distributions indicating that there are distinct cell populations, with and without activity of these transcription factors (*i.e. gce*, *Pdp1*, Fig. 4C). This analysis provides a set of potential candidates that regulate the initiation of circadian clock activity.

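In ISC-like cells, *gce* (FBgn0261703, X from 15297766 to 15319074) went from 37 UMIs in the early pupa to 1514 in the immature adult, from 7.76 to 146 CPM, a log2 ratio of 4.24 (3.77–4.75). *Met* (FBgn0002723, X from 11616124 to 11621280) went from 33.5 to 51.3 CPM, a ratio of 0.61 (0.36–0.88). *EcR* (FBgn0000546, 2R from 6087873 to 6169087) dropped from 438 to 146 CPM, a ratio of −1.58 (−1.68 to −1.48). *ftz-f1* (FBgn0001078, 3L from 18750607 to 18801309) dropped from 1477 to 92.7 CPM, a ratio of −3.99 (−4.09 to −3.90). The nuclear receptors *Hr78* (FBgn0015239, 3L from 21494019 to 21497494), *Hnf4* (FBgn0004914, 2L from 8687226 to 8709611) and *Eip75B* (FBgn0000568, 3L from 17950953 to 18064696) were higher in the immature adult, with ratios of 0.88, 0.66 and 1.20. The alternative that moved these ratios most was the ribosomal protein denominator, which gave 3.85 for *gce*, 0.23 for *Met*, −1.97 for *EcR* and −4.38 for *ftz-f1*.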

To test whether these and other hormone nuclear receptors regulate clock development, we performed a screen by depleting genes in a cell-specific manner. Using our scRNA-seq analysis as a guide, we depleted components of hormone signaling in ISC/EBs (*esg*^*TS*^, 17 genes) using RNAi in *Clock*^*TIM*^ reporters during pupation (Fig. 5A and Supplementary Data 5). We reasoned that the loss of positive regulators of clock differentiation would delay Clk/cyc activity, while negative regulators would hasten it. We found that (as predicted by SCENIC) Clk/cyc activity was reduced by *Hr78*, *Hnf4*, and *gce* knockdown, however, others such as *Met*, and *ftz-f1* did not (Fig. 5A). Several other nuclear receptors were identified that also decrease Clk/cyc activity, but none were found that show an increase. To further test the requirement for hormonal signaling in activating clock gene expression, we overexpressed a subset of nuclear receptors identified in both the SCENIC analysis (Fig. 4B) and tested by RNAi (Fig. 5A). None of these were sufficient to accelerate Clk/cyc activity in pupal stages, suggesting that these pathways are required for circadian maturation but alone are not sufficient to prematurely drive clock emergence (Fig. 5B). However, after eclosion Clk/cyc activity is significantly higher when *Hnf4* or *Hr78* are overexpressed, suggesting an important role in regulating intestinal clock development (Fig. 5B). Of note, EC reporter expression is also increased when these genes are overexpressed in ISCs, possibly due to the higher clock activity in their precursors. Since common regulatory pathways might affect subsequent clock activity in differentiating ECs as well, we retested EC-specific knockdowns of the same genes tested in ISC/EBs. Consistent with ISC/EBs, components of *Hnf4* signaling in ECs decreased Clk/cyc activity on the first day after eclosion, compared to the control (Fig. 5C).

**Fig. 5:**
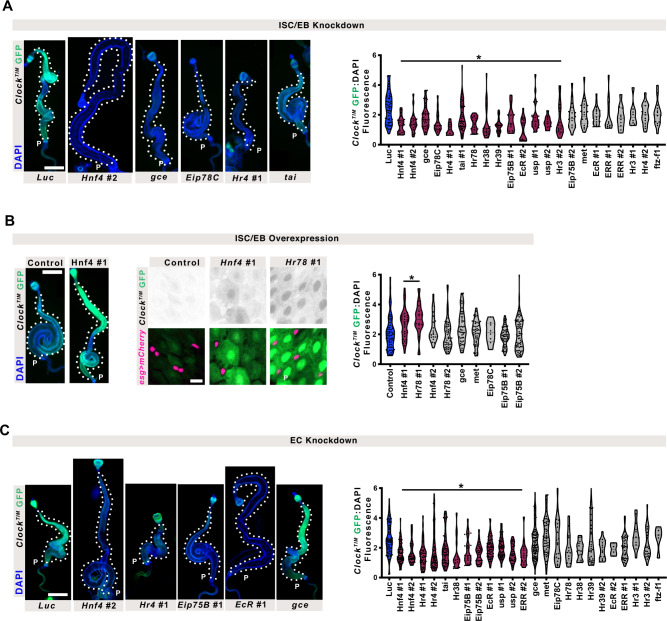
Hormonal regulators of intestinal clock emergence. **A** Knockdown of nuclear receptors in ISC/EBs show that loss of hormone signaling transduction decreases Clk/cyc activity. Scale 500 µm. DAPI marks nuclei. One-Way ANOVA *p* < 0.0001. **B** Overexpression in ISC/EBs of candidates shows that *Hnf4* and *Hr78* upregulate Clk/cyc activity compared to control midguts. Scale 500 or 10 µm for whole gut and close-up images, respectively. DAPI marks nuclei. One-Way ANOVA *p* < 0.0001. **C** Knockdown of nuclear receptors in ECs shows loss of hormone signaling transduction also affects Clk/cyc activity in ECs. Scale 500 µm. DAPI marks nuclei. We also noticed that EC knockdown of *ftz-f1*, and ISC/EB overexpression of Eip78C, fewer flies eclosed indicating a developmental role for these genes. In all graphs: Lines show median and quartiles. One-Way ANOVA *p* < 0.0001, multiple comparison, *p*-value < 0.05 (significant groups are shown in maroon and marked with an asterisk) compared to the control (*Luc* shown in blue) are shown. Scale 500 µm. DAPI marks nuclei. Representative images of two replicates. Full statistics are shown in Supplementary Information. Related to Supplementary Fig. 6 and Supplementary Data 4–5. Source data are provided as a Source Data file.

Our SCENIC analysis also suggests that *Pdp1* may be a factor, however, *Pdp1* loss (*Pdp1*^*3135*^ mutant^74^) does not affect initiation of Clk/cyc activity (Supplementary Fig. 6A). This suggests that *Pdp1* is not required for clock development, consistent with a role for *Pdp1* in regulating clock outputs without being necessary for *Clk* expression^75^. Together, these data are consistent with the notion that multiple hormone-signaling pathways in the intestine during pupal development regulate the emergence of the clock and highlight *Hnf4* signaling of particular importance to circadian clock development.

### The EC lineage reveals heterogeneity in clock activity during differentiation

EBs are progeny of ISCs that differentiate into ECs^23,24^, but do not express clock genes robustly (Fig. 3C). We therefore tested clock gene expression in the mature adult ISC to EC lineage. To distinguish between the steps in differentiation, we re-clustered and ordered adult cells from ISCs (cluster 0), EBs (clusters 2, and 3), and three EC populations (clusters 7, 8, 14) to reconstruct these stages in differentiation (Supplementary Fig. 6B). We then followed the longest lineage (ISC-0 to EC-7) to determine whether clock gene expression changes during EC differentiation (Fig. 6A). The expression of a control housekeeping gene, *RpL32*, is present in all clusters, whereas the gene *klu* that correlates with the ISC identity^45,76^, and the EC marker gene *Amy-p*^45^ are enriched in their respective populations (Fig. 6B). 

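The 1266 mature adult cells of the ISC-like, EB-like and EC-like classes were clustered again at 9 principal components and a resolution of 0.3, which gave 14 clusters. The program used in the paper to order the cells was replaced by a minimum spanning tree through the cluster centres, whose longest path from the ISC cluster had 905 cells. This path held the ISC cluster with 229 cells at a median of 21991 UMIs, a pair of EB-containing clusters with 325 cells at a median of 1767 UMIs, and EC clusters with 351 cells at a median of 65421 UMIs. Each EB-containing cluster had 32 EB-like cells, and 181 and 79 of their other cells were EC-like, so EBs are a minority of them. *RpL32* (FBgn0002626, 3R from 30045229 to 30046161) stood at 7241 CPM in the ISC cluster, 4888 in the EB-containing clusters and 2889 in the EC clusters. *klu* stood at 495, 51.4 and 10.9 CPM in the same groups. *Amy-p* (FBgn0000079, 2R from 17118636 to 17120303) stood at 121, 1090.1 and 3896.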

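Along this path, the ISC cluster, the EB-containing clusters and the EC clusters had 193, 101 and 42.1 CPM of *tim*, 276, 91.6 and 43.0 of *cwo*, 1486 of *Pdp1* in the first and 493 and 255 in the others, and 177, 46.8 and 9.93 of *vri*. In CPM, all 4 genes were thus lower in the EC than in the EB-containing clusters. The order depended on the measure. In mean UMIs per cell, a measure chosen after the data were seen, *tim* had 4.65, 0.471 and 2.34, *cwo* 6.65, 0.428 and 2.39, *Pdp1* 35.8, 2.30 and 14.2, and *vri* 4.27, 0.218 and 0.553, so that all 4 genes were lowest in the EB-containing clusters. The medians over cells of ln(1 + UMIs per 10000) were 1.03, 0 and 0.314 for *tim*, 1.27, 0 and 0.308 for *cwo*, 2.74, 1.62 and 1.16 for *Pdp1*, and 0.926, 0 and 0 for *vri*. The EB-containing clusters were the shallowest and the EC clusters the deepest. With every cell thinned to 1000 UMIs, a UMI of *tim* was present in 20.5%, 10.8% and 5.13% of the cells, of *cwo* in 22.7%, 11.1% and 3.13%, of *Pdp1* in 76.0%, 40.9% and 24.2%, and of *vri* in 16.6%, 6.46% and 0.285%. At that depth each gene was present in fewer cells of the EC than of the EB-containing clusters.

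**Figure D3:**
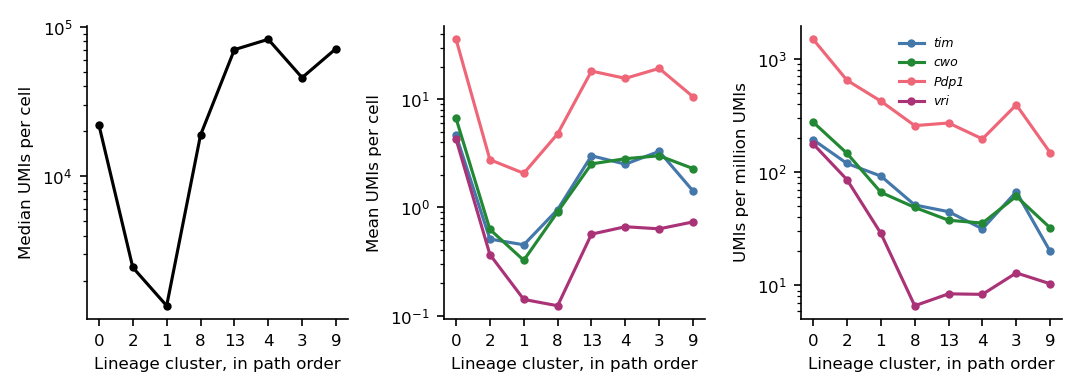
Median UMIs per cell of each cluster along the path from the ISC cluster to the last EC cluster, and UMIs per cell and CPM of *tim*, *cwo*, *Pdp1* and *vri*, all on log axes. UMIs per cell dip in the EB-containing clusters, where the depth dips too, while the level of *tim* is 193 CPM in the ISC cluster, 101 over the EB-containing clusters and 42.1 over the EC clusters.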

Clock gene expression was mapped on the same lineages and is reduced during the different stages of EB differentiation: *Pdp1, tim*, vri, and *cwo* are initially high in ISCs, then temporarily reduced in the EB populations, re-emerging in ECs when these complete differentiation (Fig. 6B, C). Since nuclear receptors play a role in activating Clk/cyc during development, we tested the expression of hormone signaling components in ISC lineages. 

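For *Hnf4*, the ISC cluster, the EB-containing clusters and the EC clusters of the path had 112, 49.4 and 19.0 CPM. For *Eip75B* they had 496, 184 and 52.2, and for *gce* 241, 79.0 and 26.3. In mean UMIs per cell the values were 2.69, 0.231 and 1.06 for *Hnf4*, 11.9, 0.858 and 2.91 for *Eip75B*, and 5.80, 0.369 and 1.46 for *gce*. All 3 genes were thus lowest in the EC clusters in CPM and lowest in the EB-containing clusters per cell. Thinned to 1000 UMIs, the EC clusters had the lower counts per cell again, with log2 ratios of EC over EB-containing clusters of −1.77 for *Hnf4*, −1.92 for *Eip75B* and −1.56 for *gce*.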

*Hnf4*, *Eip75B*, and *gce* also show high expression in ISCs, low in EBs, returning in ECs (Supplementary Fig. 6C). This suggests that nuclear receptors are correlated with clock activity during adult ISC differentiation.

**Fig. 6:**
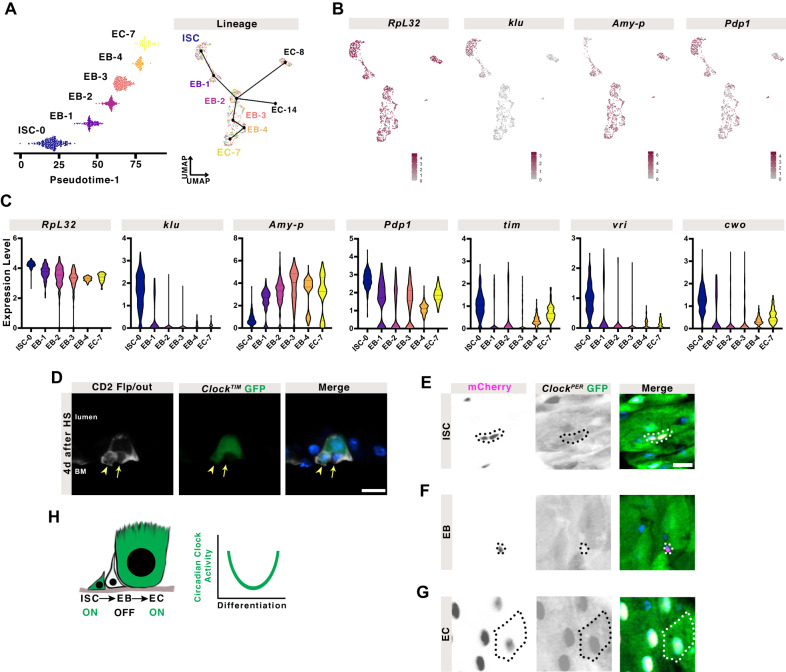
The EC lineage reveals heterogeneity in clock activity during differentiation. **A** A subset of clusters from the mature adult intestine (0,2,3,7,8,14) were assembled into a lineage from earliest cells (ISC = cluster 0) to differentiated ECs in pseudotime. See Supplementary Fig. 6B for more details. **B** Expression of a housekeeping gene, *RpL32*, shows it is expressed in all cell populations, whereas ISC-specific *klu* and EC-specific *Amy-p* are restricted to their respective populations. Mapping clock genes such as *Pdp1* shows their expression in these lineage changes. **C** Graphs show cellular expression levels in this lineage of *RpL32*, compared to cell-specific genes (*klu* and *Amy-p*), and clock genes (*Pdp1*, *tim*, *vri*, *cwo*). *RpL32* is expressed throughout, *klu* only in ISCs, *Amy-p* only in differentiating EBs and ECs. Clock genes show initially high expression in mature ISCs which lowers in the transient differentiating EBs, to increase again in the EC. Lines indicate median and quartiles. Kruskal-Wallis test, full statistics are shown in Supplementary Information. **D** Flp/out clones show a mixture of basally located GFP+ and GFP- small cells, suggesting that Clk/cyc activity is heterogeneous in either ISCs and/or their progeny. Arrowhead marks GFP+ cell, arrow marks GFP- cell. Scale bar 10 µm. DAPI marks nuclei. Additional clones are shown in Supplementary Fig. 6D, E. Using mCherry expression to mark (**E**) ISCs, (**F**) EBs, and (**G**) ECs, specifically, Clk/cyc activity (*Clock*^*PER*^) is present in ISCs, absent in EBs, and strongest in ECs. Outline indicates cell of interest marked with mCherry. Scale bar 10 µm. DAPI marks nuclei. An example of each mCherry+ cell is outlined. **H** Schematic summarizing the observed decrease in Clk/cyc activity and clock gene expression during differentiation. Representative images of two replicates. Related to Supplementary Fig. 6 and Supplementary Data 4.

These data indicate that clock genes are repressed in the ISC-to-EC lineage, hence we predicted that individual ISC clones should show Clk/cyc active and inactive cells. We used CD2-flp/out flies, where each CD2-marked clone consists of an initial marked ISC and all of its progeny, to lineage trace individual ISCs with a *Clock*^*TIM*^ reporter. The clones revealed large GFP+ ECs, and a mixture of small GFP+ and small GFP- cells, consistent with the idea that a small GFP + ISC produces small GFP- EBs that go on to differentiate into large polyploid GFP+ ECs (Fig. 6D and Supplementary Fig. 6D, E)^28^. We further tested this idea by examining Clk/cyc activity specifically in only ISCs (*esg*^*TS*^*, Su(H)GBE-Gal80>mCherry*), only EBs (*Su(H)GBE>mCherry*), or only ECs (*Myo1A*^*TS*^*>mCherry*). We predicted that EBs should show lower Clk/cyc activity than their founder cells or their fully differentiated progeny. Indeed, Clk/cyc activity is present in ISCs, absent in EBs, and highest in ECs (Fig. 6E–G). These data are consistent with our scRNA-seq analysis and suggest the transient disappearance of circadian clock activity during lineage commitment of ISC to ECs in the adult intestine (Fig. 6H).

### Photoperiod and feeding synchronize the maturing intestinal circadian clock

Our results indicate that the intestinal circadian clock gene expression is established during development, however, it is not clear what factors cause the intestine to exhibit synchronous circadian rhythms. The intestine completes its growth and development after adult emergence from pupation^35,48^, while it is being synchronized to the environment (Fig. 2B, C). We have previously shown that the *Drosophila* intestinal clock is synchronized by photoperiod light cycles, with food ingestion also playing a modulating role in timing daily rhythms^28^. We first asked if photoperiod would be sufficient to synchronize the immature intestinal clock. Flies were completely starved for the first three days of adulthood following pupation and provided food only at ZT0 on adult day 4 when clock synchronization is complete. Even though intestinal size was reduced by lack of nutrients (Supplementary Fig. 7A, B), Clk/cyc activity was robust, and synchronized rhythms emerged one day earlier (day 3 instead of day 4, compare Fig. 7A to Fig. 2C), suggesting that feeding and/or intestine growth delays clock entrainment.

**Fig. 7:**
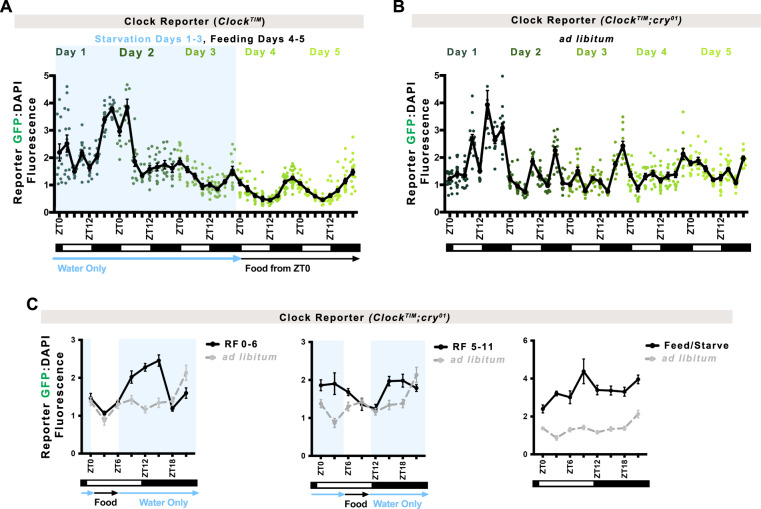
Photoperiod and feeding synchronize the maturing intestinal circadian clock. **A** *Clock*^*TIM*^ flies that receive only water for the first three days after pupation show robust rhythmic Clk/cyc activity earlier: by day 3 rather than day 4, suggesting the absence of food more quickly synchronizes a rhythmic clock. Line shows mean. Error bars indicate ±SEM. Each point represents one intestine, *n* = 595 intestines over two independent replicates. One-Way ANOVA *p* < 0.0001. **B** *Clock*^*TIM*^*;cry*^*01*^ mutant flies that cannot sense photoperiod light display arrhythmic Clk/cyc transcriptional activity until day 4 when these are established, similar to controls. This suggests food in the absence of photoperiod can also synchronize a rhythmic clock. Line shows mean. Error bars indicate ±SEM. Each point represents one intestine, *n* = 570 intestines over two independent replicates. One-Way ANOVA *p* < 0.0001. **C** Alternating days of feeding and starving (water only) shows arrhythmic Clk/cyc activity whereas restricted feeding for 6 h a day in *Clock*^*TIM*^*;cry*^*01*^ mutants synchronizes intestinal Clk/cyc rhythms that peak ~6 h after feeding. *Ad libitum* measurements (control) from Fig. 7B are replotted in gray to show difference. Line shows mean. Error bars indicate ±SEM. Two-Way ANOVA Feed/Starve *p* = 0.0047; RF5-11 and RF0-6 *p* < 0.0001. Fasting/Starvation times outlined in light blue rectangle(s). Full statistics are shown in Supplementary Information. Related to Supplementary Fig. 7. Source data are provided as a Source Data file.

We then performed the opposite experiment, in which photoperiod is absent and feeding is present, by using *cry*^*01*^ mutants that are unable to detect light to synchronize clock function^77^. We predicted that feeding would synchronize circadian rhythmicity. Without photoperiod, *cry*^*01*^ intestines exhibit arrhythmic Clk/cyc activity during the first three days but show Clk/cyc activity at day 4 onward similar to wildtype controls (Fig. 7B compare to Fig. 2C). Since light-responsive feeding behavior occurs in *cry*^*01*^ flies^78^ these data suggest that feeding alone can also complete circadian clock synchronization in the intestine. To further test this, we restricted feeding in *cry*^*01*^ flies post-pupation to the morning only (ZT0-6), evening only (ZT5-11), or subjected them to alternate days of feeding and starvation to disrupt feeding rhythmicity. We predicted that the timing of food consumption would alter the maxima and minima of intestinal circadian rhythms. Indeed, under these conditions the rhythms of *cry*^*01*^ intestines were shifted to peak around 6 h after feeding, or rendered non-circadian when disrupted (no clear 24-h period) (Fig. 7C). In contrast, control flies that have the ability to detect photoperiod do not show a shift in Clk/cyc activity on restricted feeding, suggesting that photoperiod is dominant over feeding if both environmental cues are detected (Supplementary Fig. 7C). We further tested if periods of fasting would affect clock rhythms once these are established in adults and noted that these do perturb the clock if photoperiod is detected (Supplementary Fig. 7D, E). We conclude that the combination of daily photoperiod and feeding cycles together synchronize the timing of intestinal circadian transcription cycles during clock maturation.

## Discussion

There are many questions about how circadian rhythms develop in the body^10,79^ and, in particular, connections between circadian rhythms and stem cells are poorly understood^80,81^. We show that as the intestine grows and differentiates clock gene transcription is negatively regulated (Figs. 1, 3); ISCs differentiating into EB precursors also do not express clock genes (Fig. 6). Our study sheds light on two processes: 1) the emergence of circadian clock function in the stem cells of the intestine and 2) suppression in their immediate progeny as these establish a differentiated cell state. These data suggest that the clock and differentiation are incompatible in the intestine and are reminiscent of a recent report showing clock function is incompatible with mouse somite development^82^. Our study characterizes the development of the circadian clock in the intestine but this framework may be extended to other organs of the body.

Circadian clock development has been tested in several animal species. In zebrafish, clocks emerge during the first stages of embryogenesis^5^, similarly, in *Drosophila* clock emergence was shown to occur early in development^16^. However, these initial studies of *Drosophila* clock development focused on circadian rhythms in the brain rather than other tissues in the body^12,16^. It was recently found that *Drosophila* larval tissues do not express the clock gene *cry* until adulthood^39^, and circadian control of the prothoracic gland also occurs in pupation^83^, consistent with our results (Fig. 1). Of note, we find that Clk/cyc activity is initiated in the spiracles and prothoracic gland during larval development, and the heart during pupation (unpublished observations KP, PK). This suggests that circadian timing in the *Drosophila* central clock emerges earlier and timing in other tissues emerges later. In chicks, even though clock expression occurs early in development, it is patchy during early stages before becoming more widely expressed^84^. In mice and rats, where circadian development is best studied, early embryonic cells do not have clock rhythms^85,86^. The central pacemaker in the brain emerges during late embryogenesis^9,87,88^, and other tissues such as the heart^89^, kidney^90^, and colon^7^ emerge even later. These mammalian tissue clocks are present just before birth and their synchronous rhythms mature at different rates postnatally^91^, particularly in the colon that (like our study) shows the intestine has a relatively slow clock to develop in the body^7^. Overall, data from a wide variety of species are consistent with our observations. Circadian clock function is also tissue-specific, and thus its emergence may be tissue-specific, eventually coalescing into complete circadian rhythmicity throughout the body at the appropriate stage of development. The larval stages where insects eat almost continuously may be incompatible with a daily timing system in the digestive tract that dictates activity/rest cycles.

Our study is the first to examine the emergence of animal tissue clocks at the single cell level, revealing that stem cells are the first to pass clock status to their differentiating progeny. The transient loss of clock gene expression as cells transition between discrete fates has been previously overlooked when using population-based methods such as RNA-seq or RT-qPCR. Thus, our study provides a paradigm of how clocks may develop in non-neural tissue cells after the central clock is established. We have used the expression of several clock components simultaneously to estimate the developmental timing of clock rhythms. It is important to recognize that the expression of clock genes alone does not confirm such rhythms are present. Indeed, we find that clock gene expression is present in the early adult intestine but is not robustly synchronized and rhythmic until several days later (Figs. 1–2). The early clock in the zebrafish circadian system also takes 3–4 days to be established, with the secondary feedback system and output genes rhythmic later in development^92,93^. This 2–4 day delay between gene expression and daily cycling also appears in the mouse kidney^90^ and central clock in the brain^9^.

Elegant studies in mouse embryonic cells have shown that translational regulation of *Clock* (the mouse ortholog of *Clk*) is a rate-limiting step in circadian development^89^. Our results are in agreement with this (Fig. 1H), however, in *Drosophila* we identify the component *Pdp1* as another potential factor (Figs. 1H and 4C). This is consistent with a Clk-based transcriptional model because Pdp1 positively regulates *Clk* expression, hence *Clk* expression and transcriptional activity may be a conserved circadian component that is required for rhythmicity. For instance, since Pdp1 and vri maintain rhythmic *Clk* expression^20^, we note that their developmental maturation over days 1–4 may explain the initially low amplitude rhythms in Clk (Fig. 2A). Although we find that the loss of *Pdp1* does not affect the timing of intestinal clock emergence, in *Drosophila*, it has been shown that ectopic expression of *Clk* can prematurely induce clocks outside the pacemaker^94,95^. Future work to characterize this potential mechanism in ISCs will be informative, as it may be a switch that initiates daily tissue timing in developing tissues at different times. Previous studies have shown that in the mouse liver, *Hnf4* is essential for Clock/Bmal1 rhythmic activity^96^, and our results suggest that it also regulates the development of the *Drosophila* intestinal clock (Fig. 5). In addition, environmental factors such as the microbiome might play a role in maturing both the tissue and its circadian rhythms, although we note that it was recently reported that in the adult midgut the microbiome does not appear to show rhythmicity^97^.

This dataset provides single-cell characterization of insect intestinal metamorphosis and circadian clock development. Because insects utilize circadian rhythms to coordinate their pupation timing^98^, these results are informative in understanding the fundamental biology of these animals. 

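*Sox14* (FBgn0005612, 2R from 23978801 to 23985177) had 1178 UMIs in the 614 PupC-like cells of the early pupa, 177 CPM (167–188), with 247 (232–264) in cluster 2 and 83.9 (73.6–95.3) in cluster 8. At the same stage it stood at 27.5 CPM in ISC-like, 16.5 in EB-like, 8.57 in EC-like and 22.5 in EE-like cells. A *Sox14* UMI was present in 49.5% (44.4–54.6) of the cells of cluster 2, 39.9% (33.5–46.6) of those of cluster 8 and, at a greater median depth, in 13.9% (8.94–20.3) of the EE-like cells of the early pupa. These are levels of the *Sox14* transcript, not the activity of a regulon.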

Our analysis with SCENIC^52^ identified key transcription factors involved in the development of this organ, showing the existence of transitory Pupal Cells (PupCs) that express markers of early differentiation such as *Sox14*^53^. Using scRNA-seq, we were able to recover the main cell types in the intestine at all three stages and found markers to identify ISCs, EBs, EEs, ECs, and visceral muscle (VM) that are consistent with previous *Drosophila* intestine sequencing studies^35,44–47^ (Supplementary Data 4). We were not able to identify a population of enteroendocrine mother cells although the earliest ISC population includes cells enriched for *piezo*, a marker of the EE lineage^36^, therefore it is likely that these cells are located in the ISC cluster (Cluster 0, Fig. 3A). 

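*Piezo* (FBgn0264953, 2L from 8163073 to 8190137) stood at 117 CPM (107–127) in ISC-like cells of the early pupa, 52.4 (48.1–57.0) in those of the immature adult and 35.8 (31.0–41.2) in those of the mature adult. A UMI of it was present in 68.8% (63.1–74.1) of the ISC-like cells of the early pupa. In EE-like cells the levels were 213, 101.2 and 156 CPM, above the ISC-like level at each stage. EC-like cells of the early pupa had 2.82 CPM, with a UMI in 4.01% of the cells, and PupC-like clusters 2 and 8 had 3.69 and 1.40 CPM, with a UMI in 2.33% and 1.75%.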

We have annotated a population of pupal cells, PupCs, that are unique to the pupal intestine and display similarities to differentiated cells including expression of *MtnB* and *MtnD* characteristic of the central intestine, Supplementary Data 4) suggesting that these cells contribute to intestine development consistent with the transient pupal midgut described previously^25^.

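*MtnB* (FBgn0002869, 3R from 20503102 to 20503746) had on average 1722 UMIs in each PupC-like cell of the early pupa, 1983 in cluster 2 and 1281 in cluster 8, and a UMI of it was present in 99.3% of these cells. In the other classes of that library its mean was 6.61 UMIs per ISC-like, 15.2 per EB-like, 30.7 per EC-like and 10.8 per EE-like cell, with a UMI in 96.2%, 97.3%, 97.6% and 98.1% of the cells. Barcodes of the same library with at most 1000 UMIs, taken as a measure of free RNA, had *MtnB* at 67001 CPM, so a UMI of *MtnB* in another class is not read as expression. *MtnD* (FBgn0053192, 3R from 20534962 to 20535301) stood at 8088 CPM in PupC-like cells of the early pupa, 7634 in cluster 2 and 8693 in cluster 8, against 21.0 in ISC-like, 74.2 in EB-like, 47.3 in EC-like and 70.0 in EE-like cells. In the mature adult, *MtnD* stood at 390.4 CPM in the unnamed clusters, 296 in EE-like and 71.7 in EC-like cells.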

By testing clock development at the single cell level, we found that the circadian clock program is downregulated during the dynamic cellular changes that occur during differentiation. These results are counterintuitive given that the clock is thought to emerge during embryogenesis, and has in fact been demonstrated to arise in differentiating embryonic stem cells^9,88^, and organoids^99^ in vitro. Indeed, several studies have shown circadian clocks regulate cellular differentiation itself^100–102^. We therefore propose that during the transient states of cellular fate specification, clock gene expression is disrupted. A parsimonious explanation for this is that the transcriptional and epigenetic reorganization that occurs during differentiation^103–105^ simply interferes with rhythmic circadian transcription. Interestingly, a recent study observed a similar pattern of circadian disruption in thymocyte differentiation where a Per1-Venus reporter exhibits reduction in cellular stages between thymocyte precursor and fully differentiated cell^106^. In line with our data, this suggests that clock function requires a certain level of epigenetic stability that is not compatible with the rapid cellular fate changes that occur during development or during stem cell-driven regeneration. The *Drosophila* midgut provides an opportunity for future investigation of these interactions and highlight a state where cells in the body are resistant to circadian rhythms. Because both ISC differentiation (this study) and somite differentiation^82^ involve cell fate commitment through Notch signaling, it will be of interest to see if these principles extend to other developmental pathways and/or confirm the precise mechanisms linking the clock and the Notch pathway in the future.

In human beings, circadian rhythmicity arises postnatally: most infants take several months to establish coherent daily timing^6^. This is likely to reflect the complexity of establishing robust inter-cellular and inter-organ synchrony that involve coordinating environmental signals with tissue-specific clocks. Our study reveals how circadian rhythms are established in complex developing tissues and provides a system in which to investigate the birth of the circadian tissue pacemaker.

## Methods

### Fly Strains

*Drosophila melanogaster* strains in this study include: *Clock*^*PER*^*, Clock*^*TIM*^ described in^28^. From Jadwiga Giebultowicz: *CantonS* and *per*^*01*^(isogenic with *CantonS*). From Chrysoula Pitsouli *esg-Gal4 (II), tubGal80*^*TS*^*(III)*. From Yong Zhang *PER-AID-GFP*. From Steve Jean *Su(H)GBE-Gal80, tubGal80ts(III)*. From Amita Sehgal *Pdp1*^*3135*^*(III)*. From Bloomington: #38424 *UAS-mCherry (III), UAS-mCherry(II), myo1A-Gal4 (II)*, #42563 *Valium20-cyc(II), cry*^*01*^, #76317 *CRY-GFP, #4412 act* > *y* + *>Gal4,UAS-CD2, RNAi lines: #50712 and #58286 EcR (#1 and #2), #43231 Eip75B, #26718 Eip78C, #61937 and #50868 ERR, #27659 ftz-f1, #61852 gce, #29375 and #64988 Hnf4, #51442 and #27254 Hr3 (#1 and #2), #29376 and #29377 Hr38, #33624 and #27086 Hr39, #54803 and #31868 Hr4, #31990 Hr78, #31603 Luciferase, #26205 met, #36095 tai, #36729 and #27258 Usp (#1 and #2)*. From FlyORF: *F001915 gce, F000656 Eip78C, F000144 and F003392 Hnf4 (#1 and #2), F000423 and F003303 Hr78 (#1 and #2), F004847 and F002207 Eip75B (#1 and #2), F003474 met*. Flies were balanced with *yw;IF/CyO;MKRS/TM6B*. Experimental genotypes are provided in Supplementary Table 1. Flies were raised on cornmeal-glucose media (1.2% w/v yeast, 0.7% w/v soyflour, 5% w/v cornmeal, 0.4% w/v malt, 0.4% v/v agar, 5.3% v/v glucose with propionic acid and tegosept) at 25 °C with 12:12 light/dark photoperiod (lights-on at ZT0). For free-running experiments flies were shifted to constant darkness (DD) during the dark-phase of the final day of LD, CT0 (Circadian Time 0) is the time when lights are expected to turn on. For larval to adult analysis, flies were only allowed to lay eggs for 5 h in the morning (ZT0-5). For adult experiments, only flies that eclosed overnight (ZT12-0) were included, no difference was noted between ZT11-12, ZT23-0, and ZT0-1 eclosion groups. Heatshocks for Flp/out clones were done with adult flies 5–14 days old for 5–10 min at 37 °C. For RNAi and overexpression screening (Fig. 5), flies were raised at 18 °C until pupal stages then vials were shifted to 29 °C and both males and females were collected. Age ranges from first larval instar to adults (day 1–14).

### Food restriction

Pupa were transferred to vials containing a piece of water-moistened filter paper using a paintbrush. Flies eclosed onto this filter paper and were kept on water after eclosion either (1) until adult day 4 at ZT0 when flies were transferred to vials containing normal food or (2) for 6 h (from either ZT5-11 or ZT0-5) each day after eclosion. The alternate days of feeding and starvation (Fig. 7C) were done by allowing flies to eclose onto water-moistened filter paper, similar to the restricted feeding, then at ZT0 were flipped onto food (“F”), then the next morning at ZT0 back onto filter paper with water for starvation (“S”), then repeated F (day 3), S (day 4). This alternating cycle was necessary, since unlike the controls the *cry*^*01*^ flies did not survive the starvation for 2–3 days.

### Developmental staging

Larva were roughly staged using the following times: 1 day AED (after egg deposition) for L1, 2 days AED is L2, 3–5 days AED is L3 (the day AED may be noted e.g., L3 day 3 refers to three days AED). Early stage pupa were analyzed at the red-eye stage (day 8 AED), and late stage pupae were analyzed at the gray to black wing stage (day 9 or 10 AED)^107^. These stages were verified visually to account for individual variation in developmental timings. The first day after eclosion is referred to as adult day 1 (day 9 or 10 AED).

### Dissection

Flies were euthanized in 70% EtOH and then intestines were dissected using fine forceps in 1xPBS. For RNA extractions and single cell analysis, the hindgut (anterior to the Malpighian tubules) and the foregut were removed during dissection to ensure only the intestine was sampled. Dissections were completed in <1 h. Analysis from larva to adult included both males and females but unless otherwise noted, only female flies were analyzed.

### Tissue preparation/antibody staining

Intestines were fixed in 4% paraformaldehyde for 40 min, washed twice in 1xPBS and stained with DAPI (1:5000 in 0.2% Triton-X100 (in 1xPBS)) for 5 min. The intestines were washed twice in 0.2% PBS-T and then mounted on slides using AlexaProLong Gold Antifade Reagent (Invitrogen). For antibody staining, intestines were fixed for 2 h in 4% paraformaldehyde and then washed twice in 1xPBS and blocked for 20 min in 1% bovine serum albumin in 0.2% PBS-T (BSA). The intestines were then incubated in primary antibody (PER (1:1500), histone (1:2000), GFP (1:2000), rat-CD2 (1:2000)) in BSA for 2 h, washed twice in 0.2% PBS-T, incubated in secondary antibody (1:2000) with DAPI (1:5000) in BSA for 1 h and then washed twice in 0.2% PBS-T (at 4 °C) and mounted on slides. Cry-GFP was stained 1-h prior to lights on (ZT23) to avoid light-induced degradation of *cry*^39^.

### RT-qPCR

Approximately 15 female flies of *CantonS* were dissected in 1XPBS before being transferred to tubes containing RNAlater (Qiagen) on ice. RNA was extracted using the RNAMini Kit (Qiagen) with RLT buffer (Qiagen) using a Bullet Blender (Next Advance) for homogenization. cDNA was made using ISCRIPT RT Supermix (Bio-Rad) and RT-qPCR was performed using SYBR green (Bio-Rad) using the Viia7 PCR plate reader, primers: per-F TCATCCAGAACGGTTGCTACG, per-R CCTGAAAGACGCGATGGTGT^27^, tim-F CCAGCATTCATTCCAAGCAG, tim-R GCGTGGCAAACTGTGTTATG^27^, Gapdh-F CCAATGTCTCCGTTGTGGA, Gadph-R TCGGTGTAGCCCAGGATT, Clk-F CAAGTTTGGCCTCTGGCTCTC, Clk-R TACAACTAGCTCTGGGCTTCCG, Pdp1-F GAACCCAAGTGTAAAGACAATGCG, Pdp1-R CTGGAAATACTGCGACAATGTGG^108^, vri-F TGTTTTTTGCCGCTTCGGTCA, vri-R TTACGACACCAAACGATCGA^108^, cyc-F GCGCTGATGGAGTCTCACAAG, cyc-R GTAGCTGTTGTCCTTGCACCG, cry-F CACCGCTGACCTACCAAA, cry-R GGTGGAAGCCCAATAATTTGC^109^, dco-F TTGGGAGGAGGGTTAGCAG, dco-R TTACAATGTGGGTGCCTTGC.

### scRNA-seq

Flies from *CantonS* were euthanized in 70% ethanol in DEPC-treated water at ZT0. Every 10 min during the 1 h dissection time, the intestines were transferred from the 1XPBS well to ice-cold 1% BSA. Once dissections were complete, the intestines were transferred to a drop of 1XPBS on the back of a dissection plate and cut into small pieces using microscissors. The fragments were then transferred to a 1.5 mL tube to a total volume of 350ul (200uL for pupa). Elastase was added to a concentration of 1 mg/mL and incubated at 37 °C for 40 min pipetting up and down 30–40 times every 10 min to dissociate the cells, then 10% BSA was added to a final concentration of 1% BSA. The samples were centrifuged at 300 x g for 15 min at 4 °C, then the pellet was resuspended in 200ul of 0.04% BSA and filtered with a 70um filter centrifuging at 300 x g at 4 °C for 1 min. Orbitrap Density Gradient was used to sort the cells and then the interface was washed with 0.04% BSA. The cell density was determined with a haemocytometer and diluted with 0.04% BSA to a density of 800cells/uL. All samples had a viability >95%. The entire preparation was completed within 2 h. The fresh samples were submitted to the High Content Analysis Core at the University of Alberta by ZT3 for 10X Genomics 3’ Library preparation and to Novogene for sequencing (NovaSeq) and then aligned to the Drosophila reference genome 6.25 using Cell Ranger (10X Genomics, version 3.0.2).

### Imaging and data analysis

Slides were imaged with either a slide scanner (Zeiss, Axio Scan Z.1) or confocal microscope (Olympus, IX81 FV1000 with 60x Water Immersion Lens or Zeiss Confocal with 20x lens). Whole mount imaging and quantification were done using a fluorescence microscope (Zeiss, VertA.1) or fluorescence stereoscope (Leica M205). Images were analyzed with Zen Blue Software (Zeiss, version 2.3) and processed using Photoshop (Adobe) with adjustments consistent within a panel. Fluorescence intensity measurements are ratios of GFP:DAPI taken for the whole midgut, unless otherwise specified, as previously described^110^. RT-qPCR data is normalized to *Gapdh1*. Prism (GraphPad) was used for graphing and statistical analysis. Cosinor analysis was performed using circacompare^111^ and graphed using Prism (GraphPad). Schematics were prepared using Photoshop (Adobe) and Illustrator (Adobe).

Single sequencing data was analysed in R using Seurat (version 4.3.0.1)^112^ and pseudotime analysis was performed using Slingshot (version 2.8.0)^113^. The original dataset of 6835 adult, 2625 pharate, 3816 pupal cells was filtered (genes must be detected in > = 3 cells, %mitochondrial <25, 200<nFeatures<4000, 1000<nCount<100000) and the remaining 1980 adult, 1197 pharate, 2013 pupal cells were used for further analysis. The datasets were integrated (reduction = rpca) and clustered (PCs = 14, resolution = 0.5) and then annotated using differentially expressed genes (method = roc). For lineage tracing 1111 adult cells consisting of clusters 0,2,3,7,8,14 were re-clustered (PCs = 9, resolution = 0.3) or 1933 pupal cells from clusters (0–6,8–14,16,17,18,21) were re-clustered (PCs = 16, resolution = 0.3) prior to lineage tracing to further subdivide these cells. Differential gene analysis was performed using roc. SCENIC analysis (version 1.3.1)^52^ was performed with version 10 *Drosophila* motif set with minimum number of genes in each regulon = 10, then handed back to Seurat for differential gene expression analysis. In some cases, Prism (GraphPad, version 9) was used for graphing and statistical analysis. Images were processed using Photoshop (Adobe, version 23.4.2) and schematics were made using Photoshop and Illustrator (Adobe, version CS5).

Statistical tests were performed using GraphPad Prism and can be found in Supplementary Information.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the NCBI GEO database under accession code GSE230572 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse230572]. The alignments were made using Drosophila reference genome 6.25 and are publicly available as of the date of publication. Source data are provided with this paper.

# Supplementary material for: The emergence of circadian timekeeping in the intestine
**Source:** Nat Commun. 2024 Feb 27;15:1788. doi: 10.1038/s41467-024-45942-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information File

### Contents

Supplementary Table 1. Fly Strains, by figure number.

Statistics, by figure number.

Supplementary Figure 1. Correlation Matrices for Figure 3C-D

Supplementary Figure 2. Related to Figure 1. *per<sup>01</sup>* and *CantonS* Flies Develop at the Same Rate.

Supplementary Figure 3. Related to Figure 1. Circadian Clock Activity is present in Adults.

Supplementary Figure 4. Related to Figure 2. Clk/cyc Activity is Rhythmic at Adult Day 4 in ECs.

Supplementary Figure 5. Related to Figure 3. Adult Cells Express Circadian Clock Genes at Higher Levels.

Supplementary Figure 6. Related to Figure 4-6. Testing the Correlation of Circadian Clock Expression and ISC Differentiation.

Supplementary Figure 7. Related to Figure 7. Fasting Does Not Disrupt Established Rhythms.

Supplementary Data 1. Related to Figure 2. Early Pupa Intestine Raw Counts.

Supplementary Data 2. Related to Figure 2. Immature Adult Intestine Raw Counts.

Supplementary Data 3. Related to Figure 2. Mature Adult Intestine Raw Counts.

Supplementary Data 4. Related to Figure 3-6. Cluster Markers, determined by Seurat using ROC analysis with a logFC threshold of 0.25 and minimum percentage of cells of 0.25.

Supplementary Data 5. Related to Figure 5. *Clock<sup>TIM</sup>* RNAi Screen.

References

**Supplementary Table 1: Fly Strains**

| Figure | Panel | Genotype                                                                                                                                                                                                                                                                                                                                                                            |
|--------|-------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1      | B     | <i>6xSTAT-dGFP(II)</i>                                                                                                                                                                                                                                                                                                                                                              |
| 1      | D     | <i>Myo1A-Gal4/+;UAS-mCherry/Clock<sup>PER</sup></i> (images)                                                                                                                                                                                                                                                                                                                        |
| 1      | D     | <i>Clock<sup>PER</sup>(II)</i>                                                                                                                                                                                                                                                                                                                                                      |
| 1      | E     | <i>Clock<sup>PER</sup>(II)</i>                                                                                                                                                                                                                                                                                                                                                      |
| 1      | F     | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| 1      | G     | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| 1      | H     | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| 2      | A     | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| 2      | B     | <i>Clock<sup>PER</sup>(II)</i>                                                                                                                                                                                                                                                                                                                                                      |
| 2      | C-D   | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| 2      | E     | <i>per-AID-eGFP (I)</i>                                                                                                                                                                                                                                                                                                                                                             |
| 3      | A-D   | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| 4      | A-C   | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| 5      | A     | <i>esg-Gal4/Clock<sup>TIM</sup>;tubGal80<sup>TS</sup>/RNAi or esg-Gal4/RNAi;tubGal80<sup>TS</sup>/ Clock<sup>TIM</sup></i>                                                                                                                                                                                                                                                          |
| 5      | B     | For gce, Eip78C, Hnf4 #1, Hr78 #1, Eip75B #1 and #2: <i>esg-Gal4,UAS-mCherry,Clock<sup>TIM</sup>/+;tubGal80<sup>TS</sup>/overexpression</i><br>For Hr78 #2, met, Hnf4 #1: <i>esg-Gal4,UAS-mCherry,Clock<sup>TIM</sup>/overexpression;tubGal80<sup>TS</sup>/+</i><br>Control (crossed to <i>CantonS</i> ): <i>esg-Gal4,UAS-mCherry,Clock<sup>TIM</sup>/+;tubGal80<sup>TS</sup>/+</i> |
| 5      | C     | <i>Myo1A-Gal4/Clock<sup>TIM</sup>;tubGal80TS/RNAi or Myo1A-Gal4/RNAi;tubGal80TS/ Clock<sup>TIM</sup></i>                                                                                                                                                                                                                                                                            |
| 6      | A-C   | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| 6      | D     | <i>act&gt;y+&gt;Gal4,UAS-CD2/hs-Flp;Clock<sup>TIM</sup>/+</i>                                                                                                                                                                                                                                                                                                                       |
| 6      | E     | <i>esg-Gal4/Clock<sup>PER</sup>;Su(H)GBE-Gal80,tubGal80<sup>TS</sup>/UAS-mCherry</i>                                                                                                                                                                                                                                                                                                |
| 6      | F     | <i>Su(H)-Gal4/Clock<sup>PER</sup>;UAS-mCherry/tubGal80TS</i>                                                                                                                                                                                                                                                                                                                        |
| 6      | G     | <i>Myo1A-Gal4/Clock<sup>PER</sup>;tubGa80<sup>TS</sup>/UAS-mCherry</i>                                                                                                                                                                                                                                                                                                              |
| 7      | A     | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| 7      | B-C   | <i>Clock<sup>TIM</sup>;cry<sup>01</sup></i>                                                                                                                                                                                                                                                                                                                                         |
| S2     | A-B   | <i>CantonS and per<sup>01</sup></i>                                                                                                                                                                                                                                                                                                                                                 |
| S2     | C-E   | <i>Clock<sup>PER</sup>(II)</i>                                                                                                                                                                                                                                                                                                                                                      |
| S2     | F-G   | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| S3     | A     | <i>Clock<sup>PER</sup>(II)</i>                                                                                                                                                                                                                                                                                                                                                      |
| S3     | B     | <i>cry-GFP(II)</i>                                                                                                                                                                                                                                                                                                                                                                  |
| S3     | C     | <i>per-AID-eGFP(I)</i>                                                                                                                                                                                                                                                                                                                                                              |
| S3     | D     | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| S3     | E     | <i>CantonS</i>                                                                                                                                                                                                                                                                                                                                                                      |
| S3     | F     | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                                                                                                                                                     |
| S3     | G     | <i>esg-Gal4/UAS-mCherry;ClockTIM/MKRS or TM6B (for quantification and left image panel) also esg-Gal4,UAS-mCherry,Clock<sup>TIM</sup>/CyO;tubGal80<sup>TS</sup>/TM6B</i>                                                                                                                                                                                                            |
| S3     | H     | <i>Myo1A-Gal4/UAS-mCherry;ClockTIM/MKRS or TM6B</i>                                                                                                                                                                                                                                                                                                                                 |

|           |     |                                                                                                                                                                                                                                                   |
|-----------|-----|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>S3</b> | I   | <i>esg-Gal4,Clock<sup>TIM</sup>,UAS-mCherry/+;ry<sup>506</sup>/TM6B; esg-Gal4,Clock<sup>TIM</sup>,UAS-mCherry/IF or CyO;cyc<sup>0</sup>, ry<sup>506</sup>; esg-Gal4,Clock<sup>TIM</sup>,UAS-mCherry/UAS-cyc;cyc<sup>0</sup>, ry<sup>506</sup></i> |
| <b>S4</b> | A   | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                   |
| <b>S4</b> | B   | <i>Clock<sup>PER</sup>(II) and Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                       |
| <b>S4</b> | C   | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                   |
| <b>S5</b> | A-D | <i>CantonS</i>                                                                                                                                                                                                                                    |
| <b>S6</b> | A   | <i>Clock<sup>TIM</sup>;Pdp1<sup>3135</sup></i>                                                                                                                                                                                                    |
| <b>S6</b> | B-C | <i>CantonS</i>                                                                                                                                                                                                                                    |
| <b>S6</b> | D   | <i>act&gt;y+&gt;Gal4,UAS-CD2/hs-Flp;Clock<sup>TIM</sup>/+</i>                                                                                                                                                                                     |
| <b>S6</b> | E   | <i>act&gt;y+&gt;Gal4,UAS-CD2/hs-Flp;Clock<sup>PER</sup>/+</i>                                                                                                                                                                                     |
| <b>S7</b> | A-E | <i>Clock<sup>TIM</sup>(III)</i>                                                                                                                                                                                                                   |

## Statistics

| Figure   | Panel | Test                               | Details                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|----------|-------|------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>1</b> | H     | One-Way ANOVA                      | Clk: F=82.47, p<0.0001; tim: F=17.34, p=0.0001; Pdp1: F=15.97, p=0.0001; vri: F=24.03, p<0.0001                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <b>2</b> | A     | One-Way ANOVA<br><br>Two-Way ANOVA | Day 1: Pdp1: F=1.478, p=0.2969; vri: F=1.961, p=0.1827; cry: F=1.899, p=0.1942; tim: F=2.471, p=0.1142; per: F=9.651, p=0.0024; Clk: F=2.699, p=0.0939; cyc F=4.366, p=0.0277<br>Day 4: Pdp1: F=5.958, p=0.0112; vri: F=1.946, p=0.1853; cry: F=2.287, p=0.1346; tim: F=4.000, p=0.0352; per: F=4.082, p=0.0333; Clk: F=0.3662, p=0.8983; cyc F=0.5829, p=0.7544<br>Pdp1: F=1.141, p=0.3867; vri: F=1.421, p=0.2637; cry: F=3.156, p=0.0270; tim: F=0.9139, p=0.5207; per: F=1.422, p=0.2634; Clk: F=0.8850, p=0.5399; cyc F=0.9447, p=0.5007 |
| <b>2</b> | B     | One-Way ANOVA<br><br>Cosinor       | Clock <sup>PER</sup> : F=7.721, p<0.0001, Day 1 F=5.611, p<0.0001, Day 4 F=10.71, p<0.0001<br>Day 1: rhythmic p-value 0.31, amplitude 0.19, peak time 19.3.<br>Day 4: rhythmic p-value 2.86E-6, amplitude 0.5, peak time 2.9.                                                                                                                                                                                                                                                                                                                 |
| <b>2</b> | C     | One-Way ANOVA<br><br>Cosinor       | Clock <sup>TIM</sup> : F=15.07, p<0.0001, Day 1 F=6.170, p<0.0001, Day 4 F=14.93, p<0.0001<br>Day 1: rhythmic p-value 3.03E-8, amplitude 0.34, peak time 3.6.<br>Day 4: rhythmic p-value 1.16E-16, amplitude 0.37, peak time 22.5<br>Day 1 vs. Day 4: mesor difference -0.53, p-value 4.92E-24; amplitude difference 0.34, p-value 0.65; phase difference -5.93E-12                                                                                                                                                                           |
| <b>2</b> | D     | One-Way ANOVA                      | F=6.440, p<0.0001                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

|           |     |                              |                                                                                                                                                                                                                                                                                                                                    |
|-----------|-----|------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>3</b>  | C-D | Pearson's Correlation Matrix | Shown below                                                                                                                                                                                                                                                                                                                        |
| <b>5</b>  | A   | One-Way ANOVA                | F=4.646, p<0.0001, Holms-Sidak Multiple Comparisons, Luc vs. Ecr#2 p<0.0001, Eip75B p=0.0154, Eip78C p<0.0001, gce p=0.0052, Hnf4 #1 p<0.0001, Hnf4 #2 p<0.0001, Hr3 #2 p=0.0040, Hr38 p<0.0001, Hr4 #1 p<0.0001, tai p=0.0031, usp #1 p=0.0288, usp #2 p=0.0030, Hr39 p<0.0001, Hr78 p=0.0001                                     |
| <b>5</b>  | B   | One-Way ANOVA                | F=3.995, p<0.0001, Holms-Sidak Multiple Comparisons, Control vs. Hnf4 #1 p=0.0355, Hr78 p=0.0127                                                                                                                                                                                                                                   |
| <b>5</b>  | C   | One-Way ANOVA                | F=6.818, p<0.0001, Holms-Sidak Multiple Comparisons, Luc vs. EcR #1 p=0.0145, Eip75B #1 p=0.195, Eip75B #2 p=0.0003, ERR p=0.0017, Hnf4 #1 p<0.0001, Hnf4 #2 p=0.0001, Hr38 p=0.0017, Hr4#1 p<0.0001, Hr4 #2 p<0.0001, tai p=0.0017, usp#1 p=0.303, usp#2 p<0.0001                                                                 |
| <b>6</b>  | C   | Kruskal-Wallis Test          | RpL32: 494.7, p<0.0001; klu: 588.8, p<0.0001; Amy-p: 408.3, p<0.0001; Pdp1: 413.8, p<0.0001; tim: 294.7, p<0.0001; vri: 455.6, p<0.0001; cwo: 431.5, p<0.0001                                                                                                                                                                      |
| <b>7</b>  | A   | One-Way ANOVA                | F=52.19, p<0.0001                                                                                                                                                                                                                                                                                                                  |
| <b>7</b>  | B   | One-Way ANOVA                | F=32.78, p<0.0001                                                                                                                                                                                                                                                                                                                  |
| <b>7</b>  | C   | Two-Way ANOVA                | Feed/Starve: 3.037, p=0.0047; RF5-11: F=5.036, p<0.0001; RF0-6 F=12.21, p<0.0001                                                                                                                                                                                                                                                   |
| <b>S2</b> | B   | Two-Way ANOVA                | Area: F=0.6697, p=0.7808; Cell Density: F=0.9453, p=0.4970; AMPs/PCs: F=1.086, p=0.3658                                                                                                                                                                                                                                            |
| <b>S2</b> | F   | One-Way ANOVA                | Day 1 Area: F=56.06, p<0.0001; Day 4 Area: F=27.84, p<0.0001                                                                                                                                                                                                                                                                       |
| <b>S2</b> | G   | One-Way ANOVA                | Day1 Fluorescence: F=3.225, p=0.0304; Day 4 Fluorescence: F=0.7891, p=0.5062                                                                                                                                                                                                                                                       |
| <b>S3</b> | E   | One-Way ANOVA                | dbt: F=3.447, p=0.0569; cyc: F=9.053, p=0.0017; per: F=8.130, p=0.0021; cry: F=12.54, p=0.0004                                                                                                                                                                                                                                     |
| <b>S3</b> | G   | Mann-Whitney Test            | p=0.4348, median of adult: 9.060, median of pupa: 2.730                                                                                                                                                                                                                                                                            |
| <b>S3</b> | H   | Mann-Whitney Test            | p=0.0048, median adult: 38.18, median of pupa 19.95                                                                                                                                                                                                                                                                                |
| <b>S4</b> | B   | Cosinor Analysis             | <i>Clock<sup>PER</sup></i><br>Day 1-2: rhythmic p-value 0.00057, mesor 2.19, amplitude 0.38, peak time 3.64; Day 4-5: rhythmic p-value 5.47E-12, mesor 2.01, amplitude 0.56, peak time 1.68; Day 1-2 vs. 4-5: mesor difference -0.18, p-value 0.050; amplitude difference 0.17, p-value 0.18; phase difference -1.97, p-value 0.08 |

|           |   |                     |                                                                                                                                                                                                                                                                                                                           |
|-----------|---|---------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           |   |                     | <i>Clock<sup>TIM</sup></i><br>Day1-2: rhythmic p-value 1.96E-16, mesor 1.6, amplitude 0.44, peak time 2.02; Day 4-5: rhythmic p-value 5.87E-18, mesor 1.29, amplitude 0.57, peak time 21.3; Day 1-2 vs. 4-5: mesor difference 1.26E-07, amplitude difference 0.13, p-value 0.09; phase difference -4.73, p-value 8.54E-14 |
| <b>S4</b> | C | One-Way ANOVA       | 69.49, p<0.0001                                                                                                                                                                                                                                                                                                           |
| <b>S6</b> | C | Kruskal-Wallis Test | Hnf4: 279.9, p<0.0001; Eip75B: 418.4, p<0.0001; gce: 448.7, p<0.0001; ftz-f1: 333.6, p<0.0001; EcR: 511.3, p<0.0001                                                                                                                                                                                                       |
| <b>S7</b> | A | Two-Way ANOVA       | F=9.094, p<0.0001                                                                                                                                                                                                                                                                                                         |
| <b>S7</b> | C | Two-Way ANOVA       | F=1.237, p=0.2834                                                                                                                                                                                                                                                                                                         |
| <b>S7</b> | D | Two-Way ANOVA       | F=3.224, p=0.0029                                                                                                                                                                                                                                                                                                         |
| <b>S7</b> | E | Two-Way ANOVA       | F=6.082, p<0.0001                                                                                                                                                                                                                                                                                                         |

A

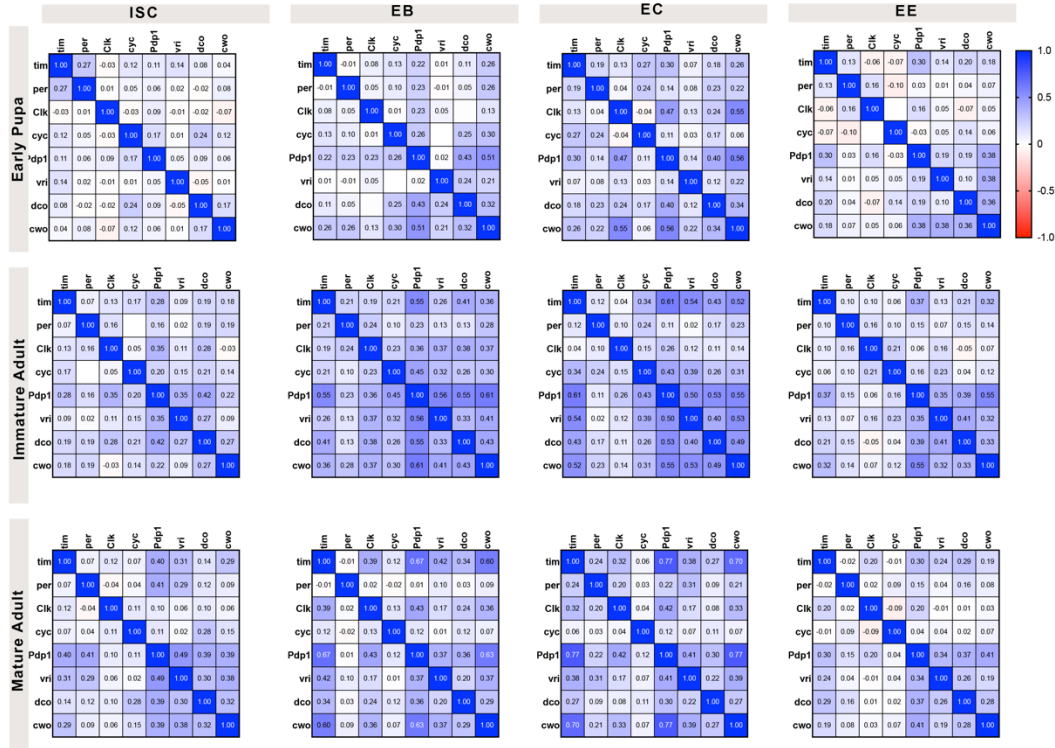

B

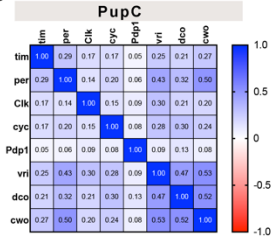

**Supplementary Figure 1. Related to Figure 3. Correlation Matrices for Figure 3C-D.** (A) Shows the correlation for each cell type separated by development stage. (B) Shows the correlation for all pupal cells (PupCs).

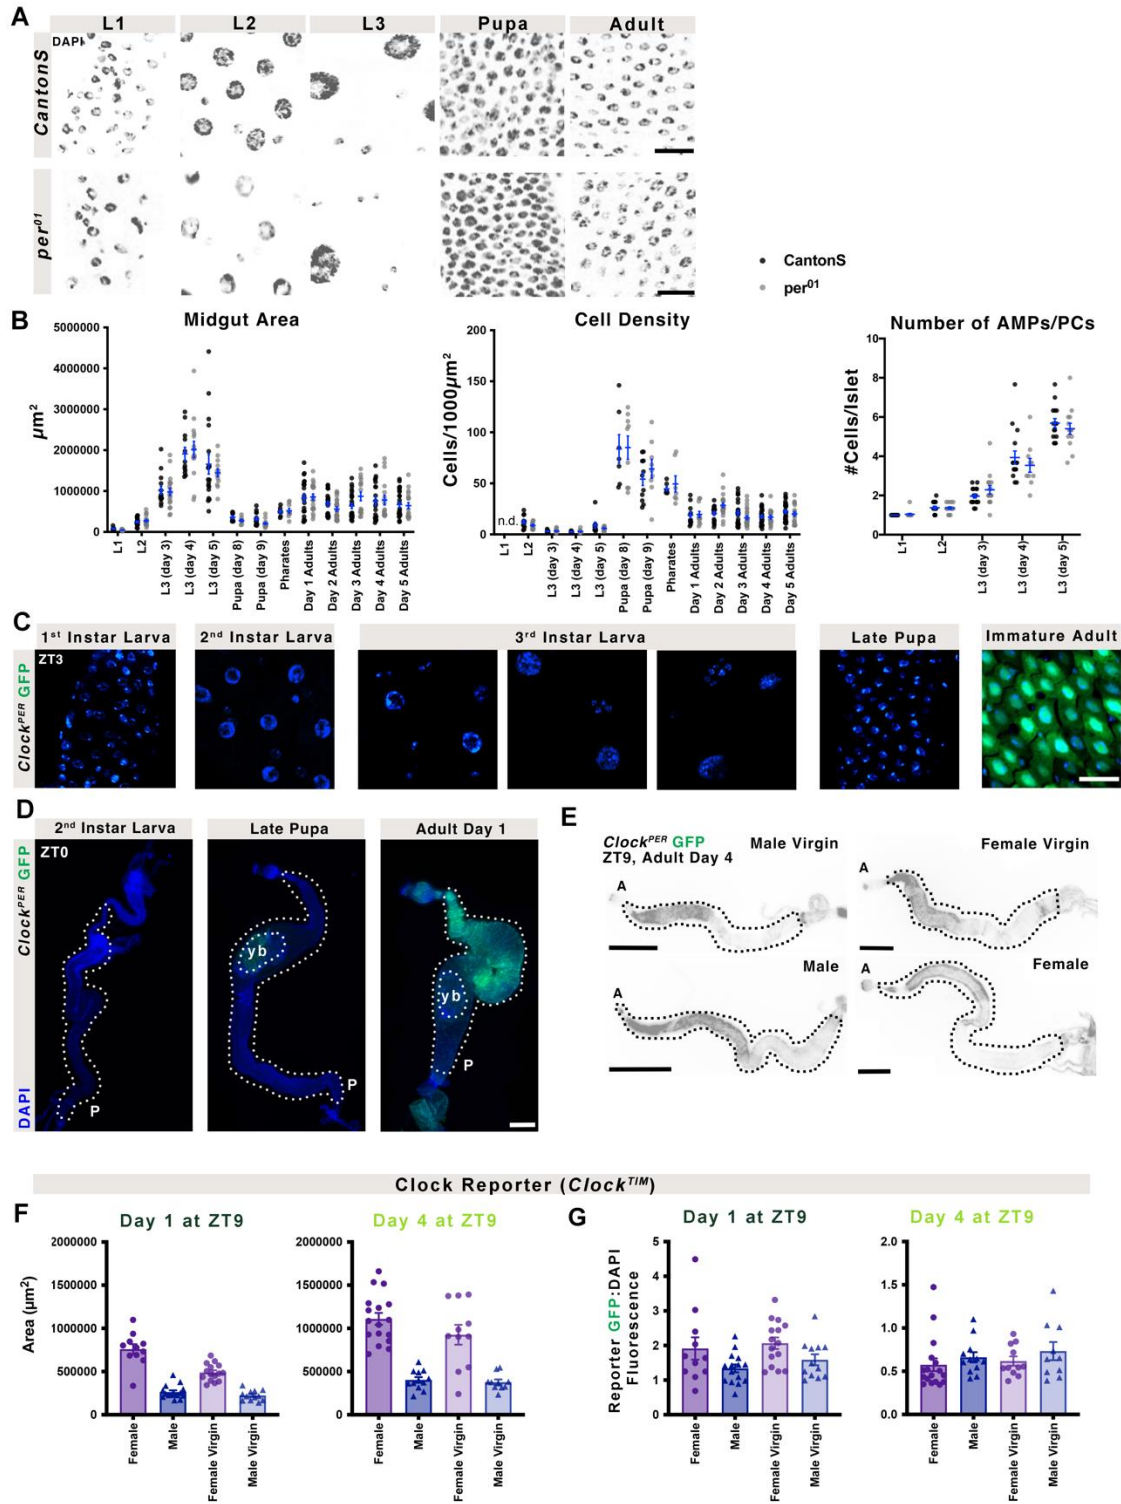

**Supplementary Figure 2. Related to Figure 1. *per*<sup>01</sup> and *CantonS* Flies Develop at the Same Rate.** (A) *CantonS* and *per*<sup>01</sup> representative images from larval stages (L1, L2, L3), pupa and adults. Images taken from the posterior intestine. Scale bar 20µm. DAPI stains nuclei. (B) Graphs show the total area of the intestine and the cell density in the posterior intestine. The number of cells per islet shows the adult midgut precursor cells (AMPs) and their niche forming peripheral cells (PCs) from L1 to L3. Each point represents one intestine. There are no significant differences between *CantonS* and *per*<sup>01</sup>. (C) Representative images from *Clock*<sup>PER</sup> larval stages (L1, L2, L3), pupa and immature adult. Images taken from the posterior intestine showing Clk/cyc activity begins abruptly in the immature adult. Scale bar 20µm. DAPI stains nuclei. (D) Images of the *Clock*<sup>PER</sup> reporter intestine in 2<sup>nd</sup> instar, late pupa and adults showing Clk/cyc activity only in the adults. DAPI marks nuclei. Scale 200µm. “yb” indicates yellow body. “P” indicates posterior. (E) Representative images of *Clock*<sup>PER</sup> male, female and virgin intestines show similar patterns in reporter activity. Scale 500µm. “A” indicates anterior. (F) Male and male virgin flies are significantly smaller than female and female virgin flies at both day 1 and day 4 after pupation. One-Way ANOVA p<0.0001. (G) Males show slightly lower *Clock*<sup>TIM</sup> activity than females and female virgins on Day 1 but by Day 4 *Clock*<sup>TIM</sup> expression is not significantly different. Each point represents one intestine. One-Way ANOVA Day 1 p=0.0304. For graphs: Line/Bar shows mean, error bars indicate ±SEM, full statistics are shown in Supplementary Information. Representative images of two replicates. Source data are provided as a Source Data file.

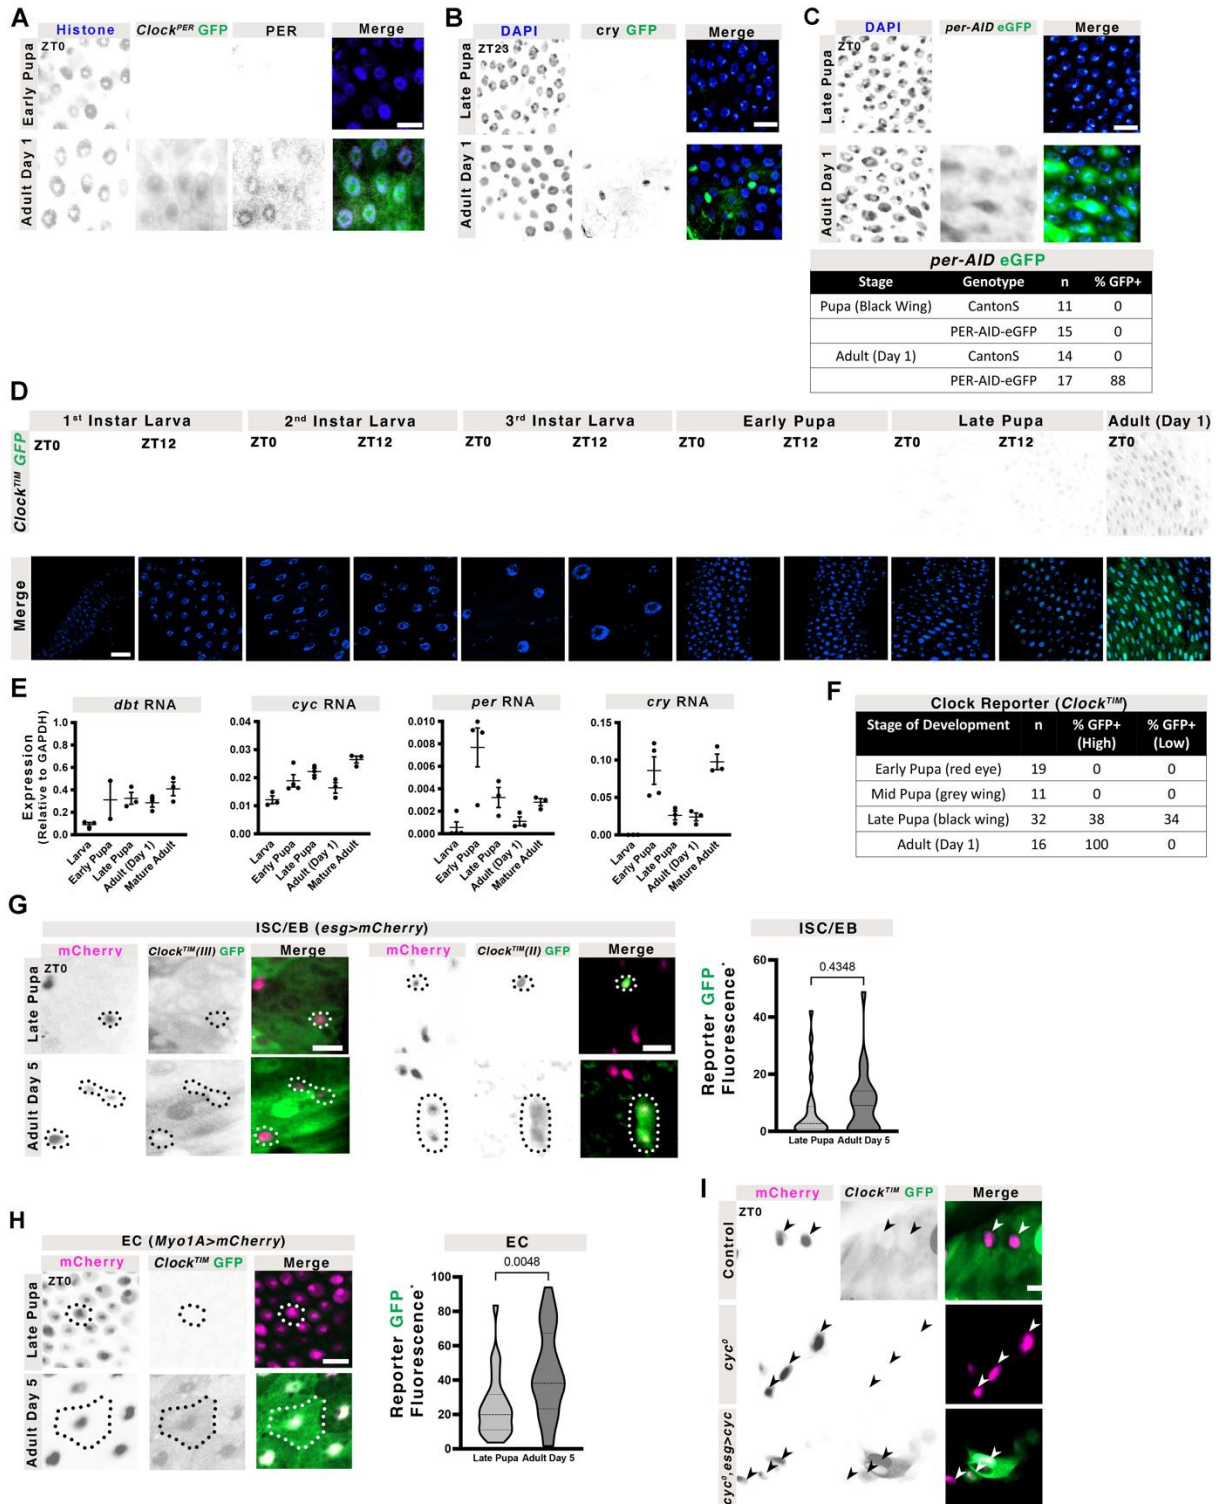

**Supplementary Figure 3. Related to Figure 1. Circadian Clock Activity is present in Adults.** (A) *Clock<sup>PER</sup>* with PER antibody staining, (B) *cry-GFP*, (C) *PER-AID* flies (table shows *per-AID* quantification compared to non-fluorescent control) from late-stage pupa show clock protein expression only in the immature adult intestine after pupation is complete. Histone or DAPI stains nuclei. Scale bar 10µm. (D) Images of Clk/cyc activity at ZT0 and ZT12 from larva to adult indicate that clock activity during adults is not present during the day. Scale 20µm. DAPI marks nuclei. (E) RT-qPCR analysis show that *dbt* and *cyc* are expressed throughout development, whereas *per* and *cry* show low levels in larva but higher levels in early pupa and adults. Error bars indicate  $\pm$ SEM. Each point represents one replicate (20 intestines). One-Way ANOVA  $p < 0.05$  except for *dbt*  $p = 0.0569$ , full Statistics in Supplementary Information. (F) Quantification of the *Clock<sup>TIM</sup>* reporter throughout pupation, from dissected intestines (compare to whole mount quantification shown in Figure 1). This confirms that the expression is much lower in the late stage pupa than the immature adult, with intestines exhibiting Clk/cyc activity at the pupa-to-adult transition. (G) Clk/cyc activity in ISC/EBs (marked by *mCherry* expression in *esg+* cells, representative cells are outlined) is similar in late pupa and immature adults, Mann-Whitney test p-values are shown on the graph. Two reporters are shown, the quantification corresponds to *Clock<sup>TIM</sup>* (III) but due to its weaker expression in ISC/EBs, we have included an image of *Clock<sup>TIM</sup>* (II) which shows a similar pattern but stronger GFP expression in ISC/EBs. (H) In contrast, ECs (*Myo1A > mCherry*) have significantly higher Clk/cyc activity in adults. Together these data suggest that ISC/EB clocks are established earlier in intestinal development, but EC clocks are established later. Scale 10µm. A representative EC is outlined. Mann-Whitney test p-values are shown on the graph. (I) Representative images of *Clock<sup>TIM</sup>* intestines showing that the Clk/cyc activity that is present in the controls, is absent in the *cyc<sup>01</sup>* mutant, and restored strongly in the ISC/EBs when *cyc* is overexpressed (*esg > mCherry, cyc*). Arrowheads indicate mCherry+ ISC/EBs. Scale bar 10µm. Full statistics are shown in Supplementary Information. Representative images of two replicates. Source data are provided as a Source Data file.

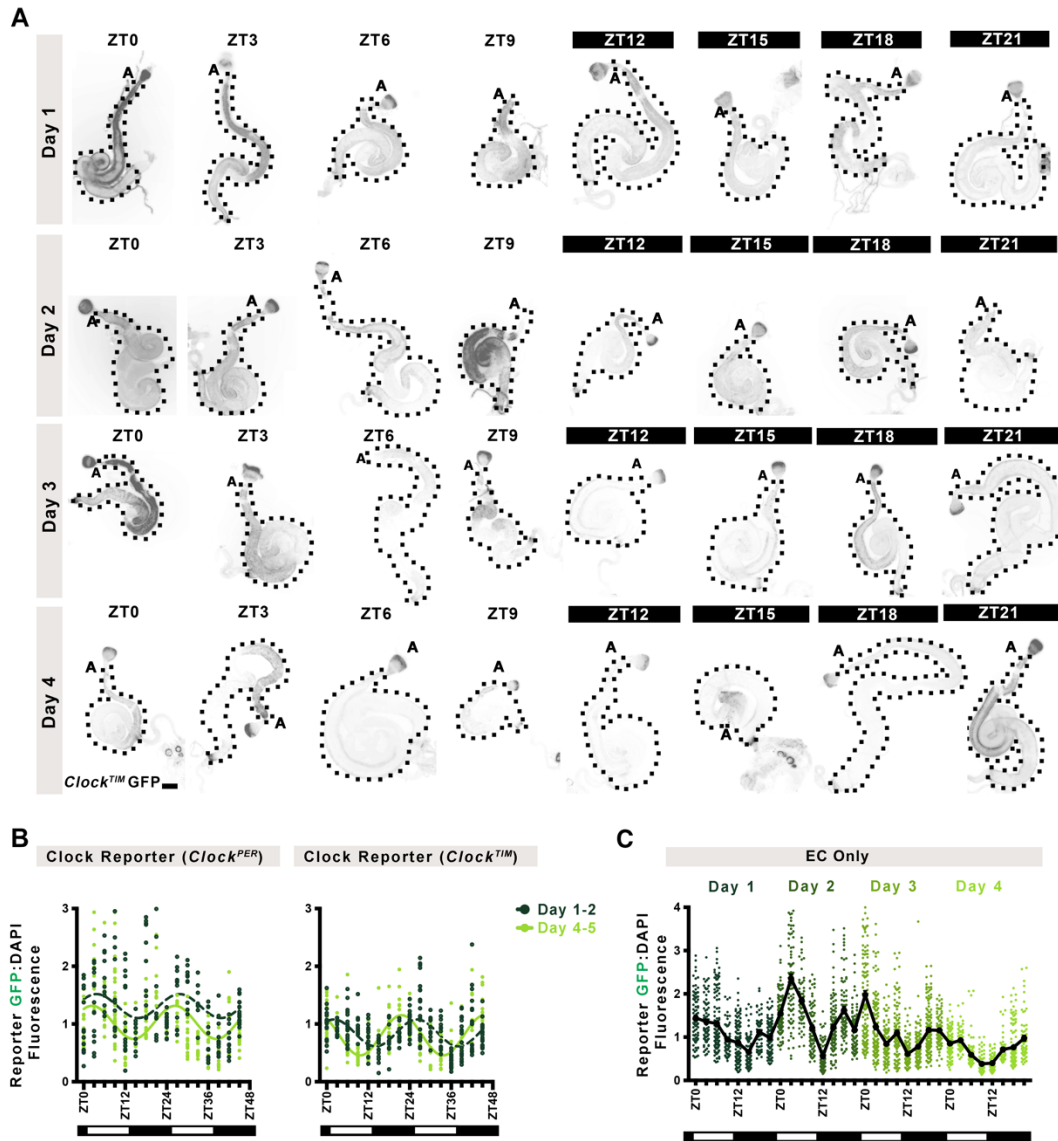

**Supplementary Figure 4. Related to Figure 2. *Clk/cyc* Activity is Rhythmic at Adult Day 4 in ECs.** (A) Representative images of *Clk/cyc* (*Clock<sup>TIM</sup>*) activity over the first four days in adult flies, showing rhythms are stochastic on days 1-2 and gradually become established at day 4 (maximum at ZT0 and minimum at ZT12) [1]. Of note, GFP+ expression is weaker in the central region compared to the anterior and posterior regions at all times. Scale bar 200µm. "A" indicates anterior. (B) Cosinor analyses for days 1-2 compared with 4-5 for *Clock<sup>PER</sup>* and *Clock<sup>TIM</sup>* show slight shifts in the peak time during early clock activity. We interpret these with caution, however, since the intestine undergoes developmental maturation and may be dissimilar in the differentiated cell population on day 1 compared with day 2. (C) ECs show similar patterns in clock development as the whole intestine (compare to Figure 2C). Each point represents one EC, n=3115. One-Way ANOVA p<0.0001. For graphs: Line shows mean, error bars indicate ±SEM, full statistics are shown in Supplementary Information. Representative images of two replicates. Source data are provided as a Source Data file.

A

Summary of Cell Groups

| Cell Type    | Cluster Numbers                   | % Total Cells     | % Pupal Cells     | % Immature Adult Cells | % Adult Cells     |
|--------------|-----------------------------------|-------------------|-------------------|------------------------|-------------------|
| ISC          | 0                                 | 14.20%            | 13.02%            | 20.80%                 | 11.41%            |
| EB           | 2,3                               | 40.81%            | 11.43%            | 18.30%                 | 26.36%            |
| EE           | 5,11,16,21                        | 11.39%            | 10.63%            | 22.47%                 | 5.45%             |
| EC           | 4,6,7,8,9,10,12,14,17,18,19,20,22 | 40.81%            | 30.70%            | 32.00%                 | 56.41%            |
| PupC         | 1,13                              | 12.97%            | 30.25%            | 5.18%                  | 0.10%             |
| VM           | 15                                | 1.93%             | 3.97%             | 1.25%                  | 0.25%             |
| <b>Total</b> | <b>23 clusters</b>                | <b>5190 cells</b> | <b>2013 cells</b> | <b>1197 cells</b>      | <b>1980 cells</b> |

B

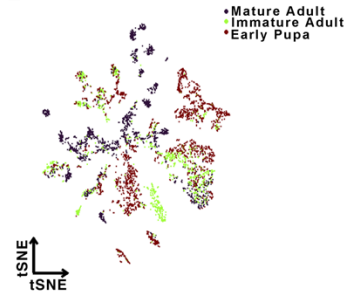

C

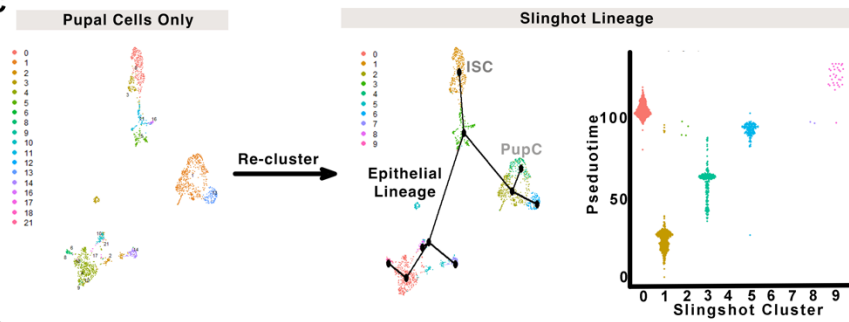

D

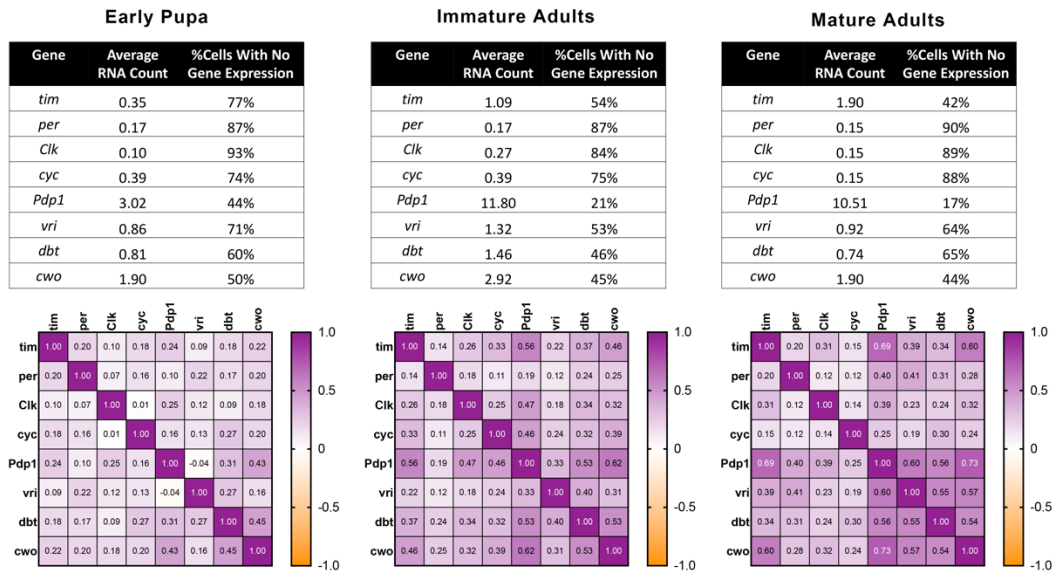

**Supplementary Figure 5. Related to Figure 3. Adult Cells Express Circadian Clock Genes at Higher Levels.** (A) The cell types and the proportion of cells that were collected during scRNAseq. The ISCs, EBs, ECs, EEs and VM were recovered at all three developmental stages whereas PupCs were only present in the pupa and adults. (B) The tSNE plot shows the overlap between the three datasets after integration. (C) UMAP for the pupal cells only, without VM, with predicted lineages demonstrates that PupCs form a distinct state separate from the epithelial lineage derived from ISC/AMPs. (D) Chart shows the average counts detected for a set of circadian clock genes, the genes with highest detection were used for further analysis. Pearson's correlation matrix shows the clock genes *tim*, *Pdp1*, *vri*, and *cwo* are positively correlated more strongly in mature adult intestines than at earlier stages.

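Pearson's r was computed across the cells of each library for the 6 pairs of *tim*, *Pdp1*, *vri* and *cwo*. Its mean over the pairs with raw UMI counts was 0.186 in the early pupa, 0.417 in the immature adult and 0.597 in the mature adult, with ranges of −0.0398 to 0.431, 0.223 to 0.619 and 0.394 to 0.731. Cells are not replicates, and no test was made. Deeper cells have more UMIs of every gene, which adds to r. Thinning to 1000 UMIs, the alternative that moved the means of both adult libraries most, gave 0.0977, 0.0271 and 0.113. With ln(1 + UMIs per 10000) in place of raw counts, the means were 0.159, 0.185 and 0.303. Thinned to 5000 UMIs, with 1277, 821 and 1309 cells that deep, they were 0.0761, 0.106 and 0.338. The mature adult had the higher r than the early pupa in 6 of the 6 pairs with raw counts and at 5000 UMIs, in 5 pairs with ln values, where *cwo* and *Pdp1* went the other way, and in 4 pairs at 1000 UMIs, where *cwo* went the other way with both *tim* and *Pdp1*.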

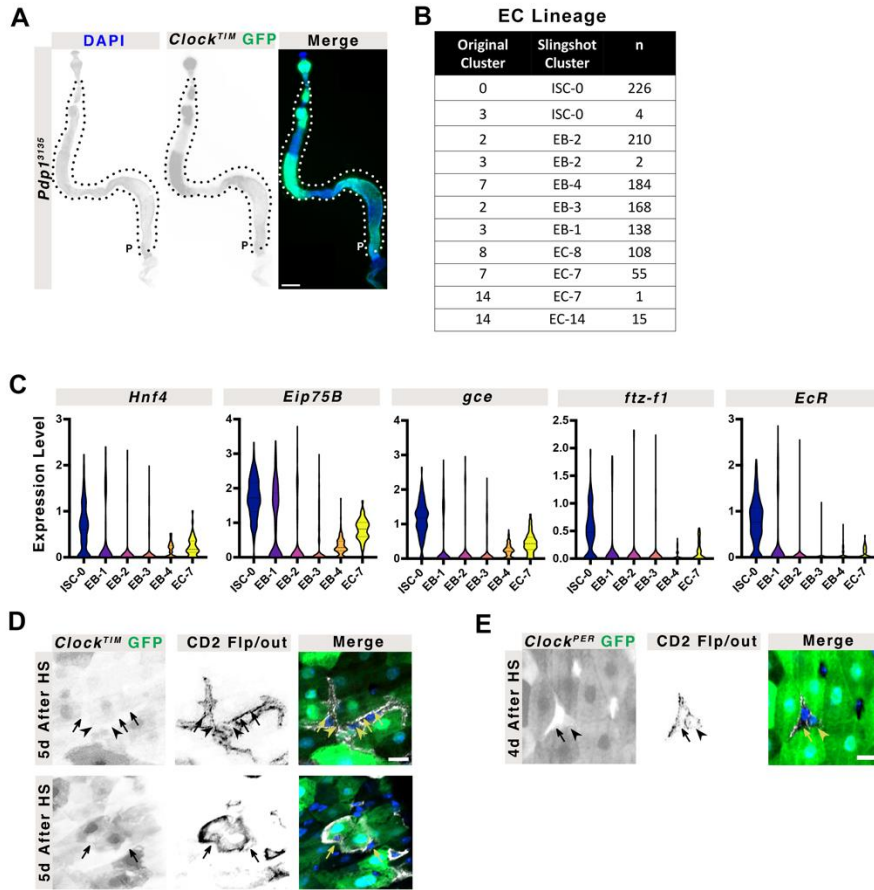

**Supplementary Figure 6. Related to Figure 4-6. Testing the Correlation of Circadian Clock Expression and ISC Differentiation.** (A) Mutants of the isoform of Pdp1 responsible for circadian rhythms (*Pdp1*<sup>3135</sup>) show Clk/cyc activity after eclosion, suggesting that loss of Pdp1 is not sufficient to inhibit circadian clock development. (B) EC lineage numbers correspond to the original clusters, the number of cells after re-clustering are presented in the table. These were further analyzed in Figure 6. (C) Nuclear receptor expression during EC differentiation shows a similar pattern to clock genes during differentiation (*Hnf4*, *Eip75B*, *gce*) and may influence this change in clock activity. Lines indicate median and quartiles. (D) Representative images of CD2-labeled ISC clones with *Clock*<sup>TIM</sup> expression heterogenous in the population of small cells spawned from ISCs. Similarly a *Clock*<sup>PER</sup> clone (E) is shown. DAPI marks nuclei. Scale bar 10µm. Arrowheads mark GFP+ cells, arrows mark GFP- cells. Representative images of two replicates.

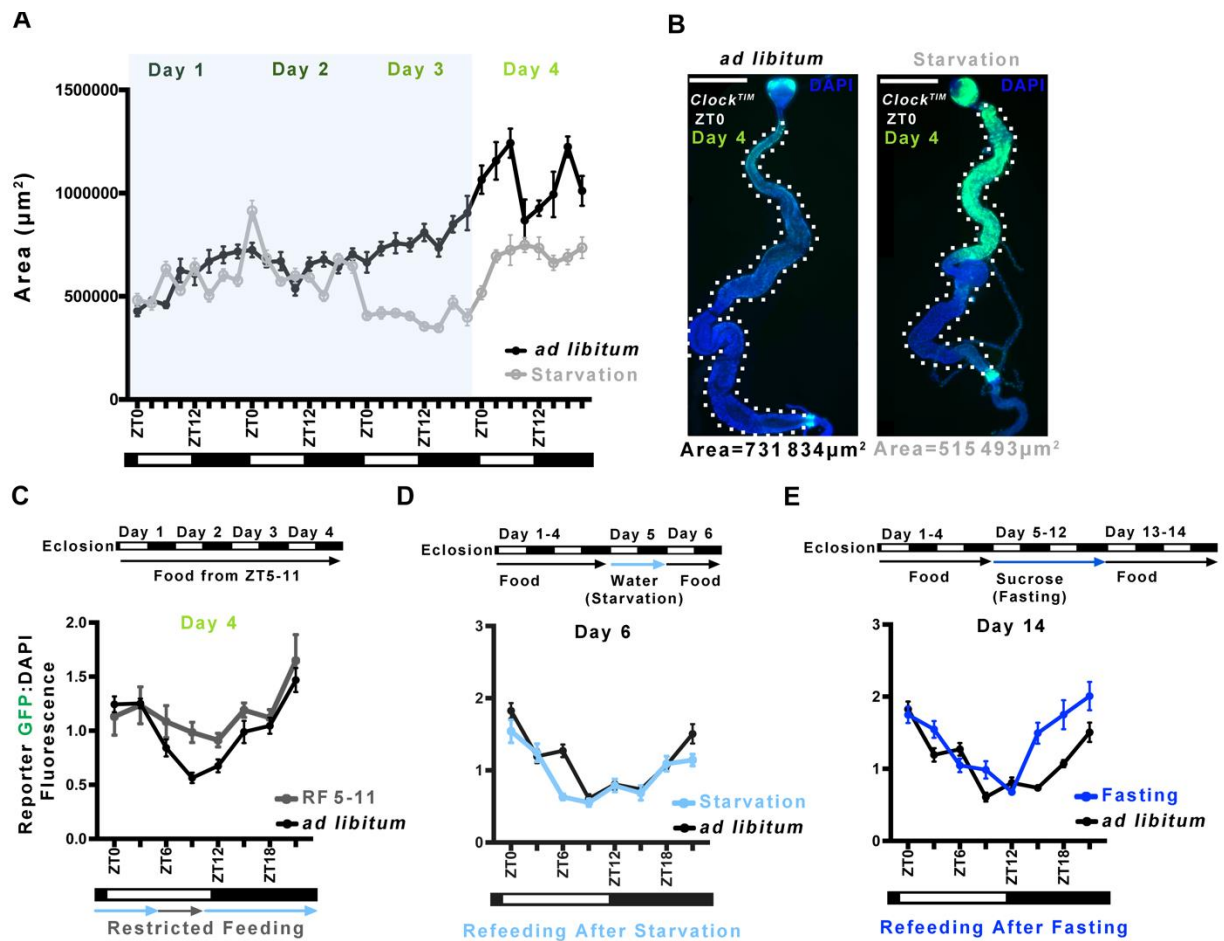

**Supplementary Figure 7. Related to Figure 7. Fasting Does Not Disrupt Established Rhythms.** (A-B) Fasting for the first 3 days after pupation decreases the size of the adult intestine, however does not affect *Clk/cyc* (*Clock<sup>TIM</sup>*) activity (compare *ad libitum*-fed (Figure 2C) vs. starvation conditions Figure 7A). DAPI stains nuclei. Scale bar 500 $\mu\text{m}$ . (C) Restricted feeding of control *Clock<sup>TIM</sup>* reporter flies does not change daily rhythms, in contrast to the same reporter in *cry* mutants (compare to Figure 7C). Since *cry* mutants cannot transduce photoperiod light to the circadian clock system, this suggests photoperiod is dominant over restricted feeding to synchronize the maturing intestinal clock. Two-way ANOVA p-value=0.2834. (D) Starvation (one day water only) and (E) fasting (one week sucrose only diet) do not significantly change circadian clock transcription. In both cases, *Clk/cyc* activity is rhythmic, with a peak around ZT0 and trough around ZT12. Control (black) shows same data from control-fed (*ad libitum*) flies on both D-E graphs. Two-Way ANOVA  $p < 0.05$ . For graphs: Line shows mean, error bars indicate  $\pm\text{SEM}$ , full statistics are in Supplementary Information. Representative images of two replicates. Source data are provided as a Source Data file.

## References

1. Parasram, K., et al., *Intestinal Stem Cells Exhibit Conditional Circadian Clock Function*. Stem cell reports, 2018. **11**(5): p. 1287-1301.
2. Bainbridge, S.P. and M. Bownes, *Staging the metamorphosis of Drosophila melanogaster*. Development, 1981. **66**(1): p. 57-80.
3. Karpowicz, P., et al., *The circadian clock gates the intestinal stem cell regenerative state*. Cell reports, 2013. **3**(4): p. 996-1004.
4. Bu, B., et al., *Nipped-A regulates the Drosophila circadian clock via histone deubiquitination*. The EMBO Journal, 2020. **39**(1).
5. Benito, J., et al., *The blue-light photoreceptor CRYPTOCHROME is expressed in a subset of circadian oscillator neurons in the Drosophila CNS*. Journal of biological rhythms, 2008. **23**(4): p. 296-307.

# Supplementary material for: The emergence of circadian timekeeping in the intestine
**Source:** Nat Commun. 2024 Feb 27;15:1788. doi: 10.1038/s41467-024-45942-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Related to Figure 2. Early Pupa Intestine Raw Counts.

### **File Name: Supplementary Data 2**

**Description:** Related to Figure 2. Immature Adult Intestine Raw Counts.

### **File Name: Supplementary Data 3**

**Description:** Related to Figure 2. Mature Adult Intestine Raw Counts.

### **File Name: Supplementary Data 4**

**Description:** Related to Figure 3-6. Cluster Markers, determined by Seurat using ROC analysis with a logFC threshold of 0.25 and minimum percentage of cells of 0.25.

### **File Name: Supplementary Data 5**

**Description:** Related to Figure 5. ClockTIM RNAi Screen.

# Supplementary material for: The emergence of circadian timekeeping in the intestine
**Source:** Nat Commun. 2024 Feb 27;15:1788. doi: 10.1038/s41467-024-45942-4
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data generated in this study have been deposited in the NCBI GEO database under accession codeGSE230572 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse230572>]. The alignments were made using Drosophila reference genome 6.25 and are publicly available as of the date of publication. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

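Single-cell RNA sequencing was done on dissociated intestines of the early pupa, the immature adult and the mature adult, with 1 library per stage from the 10x Genomics 3′ kit. The authors aligned the reads and counted UMIs with Cell Ranger, and the deposited files hold, for each barcode, the count of UMIs per gene, without normalization and before the paper's own filter on cells. Whether intronic reads were counted is not stated in the paper's text. The paper names a release of the *Drosophila* genome for the alignment, and positions printed here come from the BDGP6 annotation, in which all named genes were found under their FlyBase identifier.

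Cells were filtered as in the paper's methods, with mitochondrial genes taken as the 38 genes whose symbol marks them as such. Sums over the kept cells range from 21629263 UMIs in the immature adult to 47585248 in the mature adult, and a level is the sum of a gene's UMIs over cells scaled by all UMIs of the same cells to CPM. This sum gives deep cells more weight, and a mean over cells that weighs them equally was tried as an alternative. Intervals are exact 95% intervals, Poisson for a sum of counts, Clopper-Pearson for a share, and conditional on the total of both counts for a ratio. They cover counting error only and say nothing of the spread between animals or libraries. With 1 library per stage, no test, p-value or count of changed genes is given. Where a count was 0, the limit printed is 3 counts of the total.

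The libraries were integrated by reciprocal PCA and clustered with Seurat 5.3.0 in R 4.3.3, from 2000 variable features of which 12 were taken out because their levels are reported, leaving 1988. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, networkx 3.6.1 and matplotlib 3.10.9 was used for the rest. Clusters were named from marker lists fixed before the data were examined, with 20 ISC, 34 EB, 45 EC, 23 EE, 15 PupC and 17 VM genes, all of them in the files. The ISC, EB, EC, EE and PupC lists rest on Supplementary Data 4, which the paper drew from these same libraries, completed with gut enzymes, peptide hormones and muscle genes. The rule that turns markers into a name was set after the data were seen. A marker was raised in a cluster when its log2 fold over the other cells was above 0.5, with 20 CPM added to both, and more than 10% of the cells had a UMI. A cluster took the name of the class with at least 2 markers among its top 10 genes by fold and at least 5 raised markers. Failing that, it took the name of the class with at least 5 raised markers whose share of raised markers was at least 2 times that of any other class. A cluster whose cells had a median UMI count far below that of their own libraries (less than 1 part in 3), with no marker of the class among its top 10 genes, stayed unnamed. The names made in this way are not the authors' own annotation, which was not analysed here.

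Scrublet, run through scanpy, called 8 of 5190 cells as doublets (0.154%), too few to be taken as a working call, and doublets were therefore kept. An alternative chosen after seeing the data left out the 5% of cells with the highest score in each library, 258 cells in all. To compare shares of cells with a UMI between depths, each cell was thinned at random to 1000, 2000 or 5000 UMIs, and shallower cells were left out. The lineage of mature adult cells was rebuilt with 9 principal components and a minimum spanning tree through the cluster centres. Clusters of the path with at least 5% EB-like cells were taken together as EB-containing clusters, and the later ones as EC clusters. Slingshot and SCENIC were not run, so pseudotime and regulon activities are left out.

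Genes named in the text are those that the paper names for the single-cell data, and, in the closing observations only, the 5 genes with the largest rise and the 5 with the largest fall between 2 libraries in ISC-like cells, among genes with at least 100 UMIs in both together. Where a group had 0 UMIs of such a gene, the ratio was computed against 3 UMIs and is given as a lower bound. The markers, the named genes and 41 alternative settings were chosen before the data were examined, and 7 alternatives were added after it. The alternatives changed the filter, the features, the resolution, the number of components, the integration, the doublets, the depth, the threshold of a UMI, the denominator, the weight of cells and the definition of an ISC. A total of 133 results were recomputed under them.

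The comparison of levels was tested on simulated data, in which the summed UMIs of 2 libraries of ISC-like cells were drawn as Poisson counts from 1 profile and 200 genes were changed. Of these, 200 were found with the right sign, their median absolute error was 0.081 on the log2 scale, and 96.5% of their intervals held the true value. The intervals assume Poisson counts, so this checks the computation only. Spread between cells or libraries was not simulated. The SD of the log2 ratio over 5325 unchanged genes with at least 100 UMIs was 0.179. Thinning was tested on 10000 simulated cells each of 2000 and 40000 UMIs and the same profile. Before thinning 45.7% of the shallow and 100% of the deep cells had a UMI of the test gene, and after it 25.8% and 25.9% did. Counts of the cells in Supplementary Data 1–3 that could be read were checked against the deposited counts.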

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

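The tests of *per* and *cwo*, and the tests within shared EC-like clusters for *Pdp1*, *vri* and *dbt*, were chosen only after the result was seen. The other tests in this part were chosen before it.

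Changes between stages were compared across ISC-like, EC-like and EE-like cells, the classes with at least 100 cells in each library. For 8 changes, the counting intervals of a pair of classes lay on opposite sides of 0. The difference between the classes was not tested, since each stage has 1 library. From the early pupa to the mature adult, *per* rose in ISC-like cells by a log2 ratio of 1.69 and fell in EC-like cells to a ratio of −2.53, which are 4.22 apart. Over the same stages *cwo* changed by −0.16 in ISC-like, 0.30 in EC-like and −1.28 in EE-like cells, so that ISC-like minus EC-like was −0.46 and EC-like minus EE-like 1.58. For *per*, the tables argue against a few abundant genes as the whole cause, since without the 50 most abundant genes of any class the EC-like change was −2.0 (−2.46 to −1.55). Within the 3 EC-like clusters that have cells of all libraries the change of *per* was −0.66 (−1.52 to 0.10). A mix of clusters that differ between libraries is therefore not settled, because the interval includes both 0 and a fall. The *per* level of EC-like cells of the early pupa over that of barcodes with at most 1000 UMIs gave 0.68 (−0.71 to 2.58). To bring this level, free RNA would have to make up at least 51.9% of the UMIs of these cells, with both counting intervals at their far ends. Of the 50 most abundant nuclear transcripts of the barcodes, 14 were too low in EC-like cells for that share, and *MtnB* stood at 2.65% of its level in the barcodes. This argues against free RNA, as those barcodes show it, as the source of *per* in EC-like cells. For *cwo*, the rise in EC-like cells was 0.83 (0.67–1.00) without the most abundant genes, which argues against those genes as its cause. Within the shared clusters it was 1.09 (0.82–1.36), which argues against a mix of clusters. The mature adult cells of clusters 1, 3 and 10 were shallow, with 81.5, 87.6 and 96.4 CPM of *cwo*. Barcodes of that library with at most 1000 UMIs had 101, so free RNA is left open for the rise within these clusters. Against the 230 pupal ISC-like cells without *roX*, the ISC-like change was 1.70 (1.17–2.28) for *per*, which argues against male cells as its cause, and −0.0813 (−0.19 to 0.03) for *cwo*. In pupal ISC-like cells *cwo* stood at 294 CPM without *roX* and 405 with both RNAs. Male cells are therefore left open for the small fall of *cwo* in ISC-like cells, and with them the opposite sign to the rise in EC-like cells. That rise may differ between the stages or between the libraries, which are the same comparison here.

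From the immature to the mature adult, *Pdp1* changed by 0.74 in ISC-like, −0.33 in EC-like and 0.66 in EE-like cells, so that ISC-like minus EC-like was 1.07 and EC-like minus EE-like −0.99. *vri* changed by 1.37 in ISC-like and −1.15 in EC-like cells, 2.52 apart. Without the 50 most abundant genes of any class, *Pdp1* rose by 0.52 (0.44–0.60) in EC-like cells, so abundant digestive genes in the denominator are a candidate explanation for the fall of *Pdp1* in CPM. A ratio common to the 3 shared EC-like clusters was 0.81 (0.65–0.98), but the clusters went both ways, from 264 to 333 CPM in cluster 1, 48.6 to 485 in cluster 3 and 528 to 378 in cluster 10. A changing mix of clusters is therefore left open for *Pdp1*. For *vri*, the change without the abundant genes was −0.29 (−0.56 to −0.02), which argues against them as the whole cause. The common ratio of *vri* in the shared clusters was 0.54 (0.09–1.00), where clusters 1 and 3 went up, from 27.6 to 38.4 and 20.5 to 63.2 CPM, and cluster 10 down, from 56.2 to 31.7, so a changing mix of clusters is left open for *vri* as well. An effect of the stage in each cell type was not tested apart from the libraries.

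The gene *dbt* changed by −0.30 in ISC-like and 0.68 in EC-like cells from the early pupa to the immature adult, a difference of −0.99, and by 0.53 and −0.93 from there to the mature adult, a difference of 1.46. Without the most abundant genes the first change in EC-like cells was 0.36 (0.02–0.70), still a rise, which argues against those genes as its whole cause. The second change was −0.0783 (−0.36 to 0.21), an interval with 0 inside, which leaves the explanation open. Within the shared clusters the changes were 0.43 (−0.02 to 0.87) and 0.45 (−0.04 to 0.94), each up in 3 of 3 clusters. The first interval has both 0 and the rise of the class in it, which leaves a mix of clusters open for that step. The second lies above the fall of the class (−1.22 to −0.64), so a changing mix of clusters is a candidate explanation for the fall of *dbt* in EC-like cells. From the early pupa to the mature adult, *dbt* within these clusters changed by 0.92 (0.49–1.34), and the stage and the library are confounded in that rise.

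RNAs that the paper does not discuss, *roX1* and *roX2*, appeared in the early pupa at 127 and 54.1 CPM, above the level in both adult libraries, although the labels give female flies for all 3. In ISC-like cells, *roX1* stood at 215 CPM (202–228) and *roX2* at 103 (94.0–112) in the early pupa, against 7.54 and 1.06 in the immature adult. If all cells shared one level, as they would for free RNA, 6.56% of the 965 pupal cells with more than 10000 UMIs would have no *roX* UMI. In the data 81.0% (78.4–83.5) had none and 10.8% had both. This argues against RNA from other cells and is consistent with male cells in the early pupa library, a hypothesis found and tested on the same cells. Both RNAs were seen in 14.7% of such deep ISC-like, 12.2% of EB-like, 9.88% of EC-like, 9.38% of EE-like, 3.81% of PupC-like and 20.6% of VM-like cells. The tables argue against male cells as the cause of the rise of the clock genes in ISC-like cells. Over the 230 pupal ISC-like cells without *roX*, the mature adult gave a log2 ratio of 2.28 (2.03–2.53) for *tim*, 1.74 (1.66–1.81) for *Pdp1* and 1.94 (1.71–2.18) for *vri*. A true biological role of *roX* outside dosage compensation was not tested.

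In the mature adult, barcodes with at most 1000 UMIs, which the paper's filter removes, had *tim* at 161 CPM (146–178), against 79.1 in the kept cells, a log2 ratio of 1.03 (0.88–1.17). The kept cells' level is weighted to the deepest cells. It was 136 CPM in cells of 1000 to 2000 UMIs, 130.3 in those of 2000 to 5000 and 154 in those of 5000 to 10000. In cells of 10000 to 20000 UMIs it was 133, in those of 20000 to 50000 it was 104, and above 50000 it was 47.6. Kept cells of up to 20000 UMIs thus came closer to the barcodes than the pooled level did, and this was not particular to the shallowest cells. The 3694 barcodes had a median of 661 UMIs. A mix of the summed profiles of the kept cells fitted to these barcodes gave 83.0 CPM of *tim*. The unnamed clusters were the largest part of this mix, at 36.6%, and its parts add up to 77.7%, so its level is a poor guide to the level that RNA from these cells would give. Shallow cells, broken cells and free RNA could each be the source of this *tim*, and they cannot be told apart. No biological explanation was tested.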

How the results depend on the processing

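Most alternatives were set beforehand, as the processing summary says. Thinning to 5000 UMIs, leaving out the highest Scrublet scores, leaving out pupal cells with *roX*, and the mean UMIs per cell and the median of ln values along the lineage were chosen only after the data were seen. No paired analysis was possible because each stage was a separate pool of flies with 1 library. For results that answer a comparison, 131 recomputed values kept their direction within counting error, 49 moved beyond it in the same direction or as a count, and 2 changed direction. Of the other results, 328 values stayed, 278 moved and 29 changed direction. Unless a value says otherwise, the cause of a move was not tested. Calls of Scrublet as doublets were planned as an alternative and not used, since the caller marked 0.154% of the cells. No value could be had for fewer than 20 cells, which holds for mature EB-like cells thinned to 5000 UMIs, for EB-like cells of every library at a resolution of 0.3, and without integration for EB-like cells of both adult libraries and for ISC-like cells of the early pupa, which were then 0.199% of that library. Changes from the early pupa in ISC-like cells therefore have no value without integration.

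The main result for ISC-like cells kept its direction under each alternative that gave a value. The log2 ratio of the mature adult over the early pupa ranged from 1.49 to 2.51 for *tim*, 0.85 to 1.78 for *Pdp1* and 1.08 to 2.02 for *vri* over 8 alternatives, and that of *cwo* from −1.02 to −0.08. For EC-like cells 8 alternatives, with no integration in place of the cells with *esg* and no *pros*, left all 4 genes higher in EC-like cells of the mature adult than of the early pupa. Of the changes to the immature adult in ISC-like cells, *gce* stayed between 3.85 and 4.29 and *ftz-f1* between −4.38 and −3.89. The PupC-like share differed by −30.5 points under each alternative clustering and by −30.4 with the highest Scrublet scores left out.

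At the level of the whole library, mean UMIs per cell of 5 of 8 clock genes were higher in the mature adult than in the early pupa, *cwo* only within counting error. In CPM this was 2 genes, and over all deposited barcodes 3. *Clk* then changed by −0.37 in CPM and −0.11 over all barcodes, *vri* by −0.74 in CPM, and *dbt* by 0.0555 with less than 10% mitochondrial UMIs, against main values of 0.47, 0.10 and −0.12. The denominators differ between UMIs per cell and CPM by the depth of the libraries.

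Shares of classes, as mature adult minus early pupa in percentage points, were −3.15 for ISC-like, 20.6 for EC-like and −2.44 for EE-like cells. At a resolution of 0.8, ISC-like was −0.245 and EC-like 31.7. Without integration, ISC-like was 11.6, the opposite direction, EC-like 10.8 and EE-like −4.68. The ISC-like value reflects that hardly any cell of the early pupa was then named ISC-like. With the reported genes kept as features EC-like was 14.1, and with the highest Scrublet scores left out 28.4.

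Co-expression of 3 or 4 genes differed by 36.4 points between ISC-like cells of the mature adult and the early pupa, 29.4 between those of the immature adult and the early pupa, 37.7 for EC-like and 27.4 for EE-like cells of the mature adult and the early pupa. In the mature adult, ISC-like cells were 68.1 points above EB-like, 46.01 above EC-like and 27.7 above EE-like cells. Thinned to 1000 UMIs, these differences were 7.21, 0.469, 0.206 and −1.60, and 3.12, 8.39 and 7.66, in the same order. Thinned to 2000 UMIs they were 21.6, 3.98, 1.27 and 4.05, and 12.9, 23.9 and 17.9. Depth itself shrinks these values, since a thinned cell has fewer UMIs to show. Thinned to 5000 UMIs, ISC-like immature adult minus early pupa was 11.7, EC-like 4.95, and ISC-like over EC-like 55.3. With at least 2 UMIs asked of a gene, ISC-like was 61.4 for the mature and 42.7 for the immature adult, EC-like 22.9, EE-like 14.6, ISC-like over EC-like 61.5 and over EE-like 52.3. The EC-like difference was 45.2 with the reported genes kept, 33.0 at a resolution of 0.8, 57.0 without integration, 56.5 with less than 10% mitochondrial UMIs and 32.8 without the highest Scrublet scores. For ISC-like over EC-like cells the same 5 settings gave 38.1, 51.8, 27.7, 30.3 and 50.7. ISC-like over EB-like cells was 23.2 at a resolution of 0.8.

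Per UMI of the 86 ribosomal protein genes, 1 of the 4 genes stayed higher in ISC-like than EE-like cells of the mature adult, with −0.99 for *tim*, −0.55 for *cwo* and −0.50 for *vri*. With cells of any class that had *esg* and no *pros* taken as ISCs, it was also 1 gene, with −0.42, −0.19 and −0.21. *Pdp1* in EC-like cells from the immature to the mature adult was 0.25 per ribosomal protein UMI and 0.52 without the 50 most abundant genes of any class, and with less than 10% mitochondrial UMIs 1 of the 4 genes was higher. *Stat92E* in ISC-like cells was −0.25 per ribosomal protein UMI. In r, mature adult minus early pupa, *tim* with *cwo* was −0.0625 at 1000 UMIs, and *cwo* with *Pdp1* was −0.124 at 1000 UMIs and −0.0988 with ln values.

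Along the lineage, 0 of *tim*, *cwo*, *Pdp1* and *vri* and 0 of *Hnf4*, *Eip75B* and *gce* were higher in CPM in EC than in EB-containing clusters. In mean UMIs per cell it was 4 and 3, with log2 ratios of 2.31 for *tim*, 2.48 for *cwo*, 2.62 for *Pdp1*, 1.34 for *vri*, 2.20 for *Hnf4*, 1.76 for *Eip75B* and 1.98 for *gce*. With the median of ln values it was 2 and 3, with differences of 0.31 for *tim*, 0.31 for *cwo*, 0.13 for *Hnf4*, 0.32 for *Eip75B* and 0.19 for *gce*. Per ribosomal protein UMI, *Pdp1* alone of the 4 genes was higher, by 0.0907. The depth of these clusters limits any statement on single cells of the EB-containing clusters.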

Differences from the paper's values

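Of 105 values that the paper states or shows for a measure computed here, 4 differed by a fixed rule, under which a value differs when it lies beyond its counting error and more than 1.5 times above or below the paper's, or for a log2 change beyond its error and for r by more than 0.1. Smaller gaps are not among the 4, such as 28 clusters here and 23 in the paper, 1266 and 1111 cells of the lineage, 27.0% and 20.80% ISCs in the immature adult, or 7.85% and 10.63% EEs in the early pupa. The paper gives 10% of mature adult EBs with 3 or 4 of the clock genes, and 28.8% of the EB-like cells had them here. The paper does not state how many UMIs, or what scaled value, count as expression of a gene in a cell, and at least 1 UMI was asked here. Among the alternatives set before the data were examined, the gap closed when cells were thinned to 1000 UMIs (5.48%), thinned to 2000 UMIs (12.9%) or when at least 2 UMIs were asked of a gene (13.7%). It stayed with the reported genes kept as features (22.4%), at a resolution of 0.8 (74.6%) or with less than 10% mitochondrial UMIs (36.4%). Thinning moves the share of mature ISC-like cells away from the paper's 98%, to 8.60% and 25.8%, and asking for 2 UMIs gives 87.8% there.

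The paper's share of EBs among immature adult cells is 18.30%, and 8.35% were EB-like here. A resolution of 0.8 gave 17.5% and closed the gap. The reported genes kept as features gave 7.27% and no integration 0.0835%, which left the gap open. The paper's share of EBs among mature adult cells is 26.36%, and 3.69% were EB-like here. None of the alternatives set before the data were examined closed this gap, with 5.86% when the reported genes were kept, 2.98% at a resolution of 0.8 and 0% without integration. The classes were rebuilt from markers, and 30.4% of the mature adult cells stayed unnamed.

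The paper's log2 fold change of *Stat92E* in ISCs between the early pupa and the immature adult is 0.309464 in Supplementary Data 4. On the same scale, as a difference of log-normalized means, it was 0.16 here. It was 0.16 with *esg* cells taken as ISCs and 0.16 with the reported genes kept as features, so neither alternative closed the gap.

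At the level of the whole library, the paper states that clock gene expression rises from the pupa to the mature adult. Of the 8 genes, 5 were higher in UMIs per cell, *cwo* among them only within counting error, and 2 in CPM, and from the immature to the mature adult 1 was higher by both measures. For EBs and EEs, the paper states that several clock genes are not robustly expressed together at any stage. In 69.2% of the mature EE-like cells 3 or 4 of the genes had a UMI, and the mature EE-like levels of all 4 genes were above those of EC-like cells. It places the highest clock gene expression in ISCs. Over the 3 stages and 4 genes, EE-like cells were above ISC-like cells beyond counting error for *cwo* and *vri* in the early pupa and *vri* in the immature adult.

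Along the lineage, the paper states that the clock genes, *Hnf4*, *Eip75B* and *gce* return in ECs after falling in EBs. In CPM, 0 of the 4 clock genes and 0 of the other 3 were higher in EC than in EB-containing clusters. EB-like cells were a minority of the EB-containing clusters, and nearly all of their other cells were EC-like, so EBs alone were not compared with ECs. The paper also rests its statement on reporters, with Clk/cyc activity seen in ISCs, missing in EBs and strongest in ECs. These counts do not test reporter activity. In mean UMIs per cell, a measure chosen after seeing the values, 4 and 3 were higher, and with the median of ln values, also chosen after seeing them, 2 and 3. The paper describes PupCs as having no or very low clock gene expression, and *vri* in PupC-like cells of the early pupa stood at 183 CPM, with 242 in cluster 2 and 105 in cluster 8, above the 46.5 of ISC-like cells. The other 3 genes were lower there than in ISC-like cells.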

Other observations

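The tests of depth for EC-like co-expression, for the lineage and for the paper's EBs, the thinning to 5000 UMIs in every test, the tests of RNA from ISCs, free RNA and other cells in EE-like and PupC-like cells, the test of doublets in PupC-like cells, and the test of gene length were chosen only after the result was seen. The other tests in this part were chosen before it.

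More ISC-like cells of the mature adult than of the early pupa had 3 or 4 of *tim*, *cwo*, *Pdp1* and *vri*. Deeper mature adult cells are argued against as the whole cause, since at 1000 UMIs per cell the difference was 7.21 percentage points (3.25–11.8) and at 5000 UMIs 40.8 (32.3–48.8). For EC-like cells the difference was 0.206 points (−0.461 to 0.741) at 1000 UMIs, too few UMIs to show any, and 4.95 (2.32–7.27) at 5000 UMIs. Depth was therefore not the whole cause among the deeper EC-like cells. How much of the unthinned difference went with depth was not measured, because thinning itself lowers the shares. The stage and the library stay confounded for both classes. Free RNA was not tested for either class.

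The mean r over the 6 pairs of clock genes was higher in the mature adult than in the early pupa by 0.0151 at 1000 UMIs and 0.261 at 5000 UMIs. The second value argues against the spread of depth between cells as the whole cause. A change in the mix of cell types between the libraries stays open and was not tested.

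Fewer EB-like than ISC-like cells of the mature adult had 3 or 4 of the genes, and EB-like cells were shallower. At equal depth, ISC-like minus EB-like cells gave 3.12 percentage points (−5.52 to 9.12) at 1000 UMIs and 12.9 (−4.95 to 24.1) at 2000 UMIs. Both intervals include 0, so depth is left open as the cause of the lower share. The summed level of the 4 genes, of which *Pdp1* is the largest part, was higher in ISC-like cells by a log2 ratio of 1.00 (0.89–1.11). Without the 50 most abundant genes of any class it was 0.83 (0.72–0.94), which argues against a few abundant genes as the whole cause of this difference in level. A lower level of *cwo*, *Pdp1* and *vri* in EBs stays as a hypothesis, with the names of the clusters as its main limit. The paper's low share of EBs with 3 or 4 of the genes may include shallow cells. Among all mature adult cells with 2000 to 5000 UMIs, 9.90% had 3 or 4 of the genes, where the shares from the shallowest to the deepest bin were 2.51%, 9.90%, 31.5%, 62.1%, 81.5% and 93.6%. The paper's cell names were not analysed here, so its cause cannot be told apart.

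In most mature EE-like cells 3 or 4 of the genes had a UMI. RNA from ISCs would carry *klu* along, and *klu* in EE-like cells stood at 5.32% of its ISC-like level, whereas *tim* stood at 79.1%, *cwo* at 58.4%, *Pdp1* at 38.6% and *vri* at 56.2%. *esg*, another ISC gene, stood at 19.5%. Both values argue against RNA from ISCs as the source, and say nothing of RNA from other types. Over the level in mature adult barcodes with at most 1000 UMIs, EE-like cells gave a log2 ratio of 0.69 (0.42–0.95) for *cwo*, 0.43 (0.29–0.56) for *Pdp1* and 1.06 (0.70–1.42) for *vri*. This argues against free RNA, as those barcodes show it, as the whole source of these 3 genes. For *tim* the ratio was −0.0892 (−0.34 to 0.16), with 152 CPM in EE-like cells and 161 in the barcodes, and free RNA would have to make up at least 74.1% of the UMIs to bring it. Of the 50 most abundant nuclear transcripts of the barcodes, 29 were too low in EE-like cells for that share, *Jon99Cii* with 5.46% of its level in the barcodes. This argues against free RNA, as those barcodes show it, as the whole source of *tim*. The barcodes can hold shallow cells, so free RNA by itself was not measured. RNA from a single type other than ISCs was not tested. Expression of the 4 genes by EE-like cells themselves stays as a hypothesis.

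In PupC-like cluster 2, *vri* was above the ISC-like level of the early pupa. Its level over that of barcodes with at most 1000 UMIs of the same library gave a log2 ratio of 2.09 (1.57–2.67). This argues against free RNA, as those barcodes show it, as its source. No other cluster of the early pupa reached its level, and over cluster 8, the highest of the others at 105 CPM, the ratio was 1.20 (1.01–1.39). A doublet lies between the cells it is made of, so this argues against doublets with another type as the cause. Whether *vri* belongs to a stage of these pupal cells was not tested, and the mature adult has none of them. The 49 cells of cluster 2 in the immature adult had 752 CPM of *vri*, at a median of 1763 UMIs, against 242 CPM in the early pupa.

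Along the lineage, the clock genes were higher in UMIs per cell in EC than in EB-containing clusters, and lower in CPM. EB-like cells were a minority of the EB-containing clusters. Summed over the 4 genes, the log2 ratio was 2.51 in UMIs per cell, −1.06 in CPM, and −1.36 (−1.67 to −1.06) in UMIs per cell with every cell thinned to 1000 UMIs. A difference in depth between the clusters is a candidate explanation for the return of the genes in UMIs per cell. Larger cells with more RNA of every kind, such as mature ECs, would also be deeper, and that biological reading was not tested.

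Unnamed cluster 13, with 83 cells of the early pupa at a median of 2146 UMIs, had 174 CPM of *tim*, 1096 of *cwo* and 2044.5 of *Pdp1*. ISC-like cells of that stage had less, with 39.2, 311 and 448 CPM. For *vri* the levels were 49.2 and 46.5 CPM, within counting error. Over all other cells of the early pupa, cluster 13 had log2 ratios of 2.83 for *tim*, 3.07 for *cwo* and 3.33 for *Pdp1*, but −0.33 for *vri*. In 53.0% of its cells 3 or 4 of the genes had a UMI. Across 5 groups of genes of rising length, the median ratio rose from −1.25 over −0.56, 0.18 and 0.74 to 1.45 in the longest, and the 3 genes lay at a median percentile of 90.0 among genes of like length. Gene length may account for part of their rise, but the percentile is high in either case, so it cannot be told apart from a rise of these genes. Nuclei that lost their cytoplasm would have few ribosomal protein and mitochondrial UMIs. Cluster 13 had a median of 5.83% ribosomal protein UMIs and 5.70% mitochondrial UMIs, against 20.8% and 6.69% in the 665 other early pupa cells of 1000 to 5000 UMIs. The first value lies below the 5th percentile of those cells, 7.47%, and the second within their spread of 1.08% to 21.8%, so such nuclei are left open. No biological explanation was tested.

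In ISC-like cells, the genes with the largest rise from the early pupa to the immature adult were *Peritrophin-15a* with a log2 ratio of 6.43, *alphaTry* with 5.98, *Pebp1* with 5.91, *CG5767* with at least 5.86 and *CG3348* with at least 5.69. The largest falls were −8.06 for *para*, −8.06 for *Rbp*, −7.91 for *skl*, −7.44 for *CBP* and −7.36 for *CG18446*. From the immature to the mature adult the largest rises were at least 11.22 for *CG12374*, 9.67 for *CG14645*, 8.69 for *epsilonTry*, 8.55 for *betaTry* and 8.39 for *Jon99Ci*, and the largest falls −4.02 for *Ts*, −3.76 for *stg*, −3.10 for *Hr4*, −3.03 for *ImpL2* and −2.99 for *E(spl)m7-HLH*. From the early pupa to the mature adult they were 10.48 for *Jon99Cii*, 10.39 for *Jon99Ciii*, at least 9.67 for *Jon65Aiv*, 9.61 for *alphaTry* and at least 9.30 for *betaTry*, and −10.18 for *roX1*, −9.14 for *sls*, −8.72 for *Con*, −8.26 for *Hr4* and −8.12 for *roX2*. Digestive enzymes such as *alphaTry* are made by ECs, and whether their UMIs in ISC-like cells are free RNA was not tested.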
